# Expression Signatures of Metastatic Capacity in a Genetic Mouse Model of Lung Adenocarcinoma

**DOI:** 10.1371/journal.pone.0005401

**Published:** 2009-04-30

**Authors:** Don L. Gibbons, Wei Lin, Chad J. Creighton, Shuling Zheng, Dror Berel, Yanan Yang, Maria Gabriela Raso, Diane D. Liu, Ignacio I. Wistuba, Guillermina Lozano, Jonathan M. Kurie

## Abstract

**Background:**

Non-small cell lung cancer (NSCLC) is the foremost cause of cancer-related death in Western countries, which is due partly to the propensity of NSCLC cells to metastasize. The biologic basis for NSCLC metastasis is not well understood.

**Methodology/Principal Findings:**

Here we addressed this deficiency by transcriptionally profiling tumors from a genetic mouse model of human lung adenocarcinoma that develops metastatic disease owing to the expression of *K-ras^G12D^* and *p53^R172H^*. We identified 2,209 genes that were differentially expressed in distant metastases relative to matched lung tumors. Mining of publicly available data bases revealed this expression signature in a subset of NSCLC patients who had a poorer prognosis than those without the signature.

**Conclusions/Significance:**

These findings provide evidence that *K-ras^G12D^*; *p53^R172H^* mice recapitulate features of human NSCLC metastasis and will provide a useful platform on which to study the biologic basis for lung adenocarcinoma metastasis and its prevention by novel agents.

## Introduction

Non-small cell lung cancer (NSCLC) is the leading cause of cancer-related death in the United States and other western countries. Approximately two thirds of patients are diagnosed at an advanced stage, and of the remaining patients who undergo curative surgery, 30–50% have a recurrence with metastatic disease. Thus, a better understanding of the biologic underpinnings of metastatic disease is of paramount importance. Metastasis research in lung cancer has been hampered by the lack of good animal models and the difficulty in studying disease progression and metastasis in patients. This has resulted in a reliance on *in vitro* cell cultures derived from patients or immunodeficient animal xenograft studies. As a result, we understand much more about cancer cell-autonomous genetic and epigenetic changes than about the role of the supportive microenvironment. To address this need, we and other investigators have developed mouse models in which lung adenocarcinomas arise spontaneously owing to mutant *K-ras* alleles expressed inducibly, conditionally, or somatically [1], [2], [3], [4], [5]. Although an improvement, these models uniformly lack metastatic potential, a serious deficiency given that metastasis is the most common cause of death in NSCLC patients.

A *p53* missense mutation, R175H, found in Li-Fraumeni syndrome patients and in a subset of NSCLC patients, is a structural mutation that exhibits loss of function owing to inactivation of p53 transcriptional activity [6], [7], [8]. Mutation of the corresponding arginine (R172H) in murine *p53* has been previously introduced into the mouse as a knock-in allele. To evaluate the importance of p53^R172H^ as a contributing event in lung tumorigenesis, p53^R172HΔG^ mice were previously mated with Kras^LA1^ mice, which develop lung adenocarcinomas owing to somatic activation of a latent Kras^G12D^ allele, but rarely metastasize [4]. Mice were generated that were heterozygous for Kras^LA1^ alone, p53^R172HΔG^ alone, or both alleles [9]. In the absence of mutant *K-ras*, lung adenocarcinomas were rare (13% of p53^R172HΔG/+^ mice). Although the presence or absence of the mutant *p53* allele did not affect the frequency of lung adenocarcinomas in Kras^LA1^ mice (62.5% *versus* 70.8%, respectively), metastases were much more frequent in those with *p53* mutations than in those without (36.5% *versus* 4.5%). In the Kras^LA1/+^; p53^R172HΔG/+^ mice, metastases were found at sites frequently observed in NSCLC patients, including the mediastinal lymph nodes, heart, parietal pleura, diaphragm, liver, adrenal gland, kidney, mesentery, pancreas, and subcutaneous tissues. The remaining wild-type *p53* allele was deleted in approximately 50% of the murine tumors, which mimics the wild-type *p53* allelic deletion observed in tumors from Li-Fraumeni patients. Collectively, these findings suggest that Kras^LA1/+^; p53^R172HΔG/+^ mice are a useful model for the study of metastasis in NSCLC patients.

In this study, we sought to better understand the biologic basis for metastasis in Kras^LA1/+^; p53^R172HΔG/+^ mice. Tumors from the lung and distant metastatic sites were transcriptionally profiled, from which we derived a metastasis signature defined as those genes that were differentially expressed in the metastases relative to paired primary lung tumors. Data mining of publicly-available expression profiles revealed this signature in a subset of primary tumors from NSCLC patients who had poor prognosis. We conclude that Kras^LA1/+^; p53^R172HΔG/+^ mice are a useful tool for the study of lung adenocarcinoma metastasis.

## Materials and Methods

### Mouse studies

We followed the guidelines set forth by the Institutional Animal Care and Use Committee of The University of Texas, M. D. Anderson Cancer Center for husbandry of *p53^R172HΔg/+^ K-ras^LA1/+^* mice.

### Tumor samples

Primary lung adenocarcinomas and metastases from *p53^R172HΔg/+^ K-ras^LA1/+^* mice were isolated, carefully dissected to remove the adjacent tissue, snap-frozen in liquid nitrogen and stored at −80° until use [9]. Part of each dissected tumor was histologically evaluated by a board-certified pathologist.

### Gene expression profiling

Total RNA from the *p53^R172HΔg/+^ K-ras^LA1/+^* tumors was extracted by Trizol (Invitrogen) and purified with an RNeasy kit (Qiagen). RNA quality and quantity were evaluated on an Agilent Bioanalyzer following the manufacture's recommendations (Agilent Technologies). Synthesis of cRNA and hybridization to Mouse Expression Array 430A 2.0 chips were performed following Affymetrix protocols (Affymetrix, Inc.).

### Microarray data analysis

After scanning and low-level quantification using Microarray Suite (Affymetrix), DNA Chip (dChip) analyzer [10] was used to estimate expression values, using the PM/MM difference model and invariant set normalization. Present call rates for the tumor profiles ranged from 51% to 63%, and none of the profiles were flagged by dChip as potential outliers. Two-sided *t*-tests using log-transformed data determined significant differences in mean gene mRNA levels between groups of paired samples. Fold changes between groups were estimated by taking the averages of the metastasis/primary log ratios. Expression values were visualized as color maps using the Java TreeView software [11]. Gene Ontology (GO) annotation terms were searched within gene sets using SigTerms [12]. Genes arising from the syngenic tumor dataset were clustered using the technique described in [13]. Expression profiles were deposited into the Gene Expression Omnibus data repository (GSE accession #14449) and are MIAME compliant.

In order to score each human lung tumor within a set for similarity to our gene signature of spontaneous metastases (Figure 1), we derived a “t-score” for each human tumor in relation to the mouse metastasis signature, similar to what we have done in previous analyses [13]. The t-score was defined as the Pearson's correlation between the mouse metastasis gene signature pattern (using “1” and “−1”, for up and down, respectively) and the human tumor's expression values (which is essentially a t-statistic comparing the average of the up genes with that of the down genes within each human tumor). The gene expression values in the human tumor datasets were first normalized to standard deviations from the mean before computing the t-score. The mapping of transcripts or genes between the mouse signature and the human tumor array datasets was made on the Entrez Gene identifier; where multiple human array probe sets referenced the same gene, the probe set with the highest variation represented the gene.

**Figure 1:**
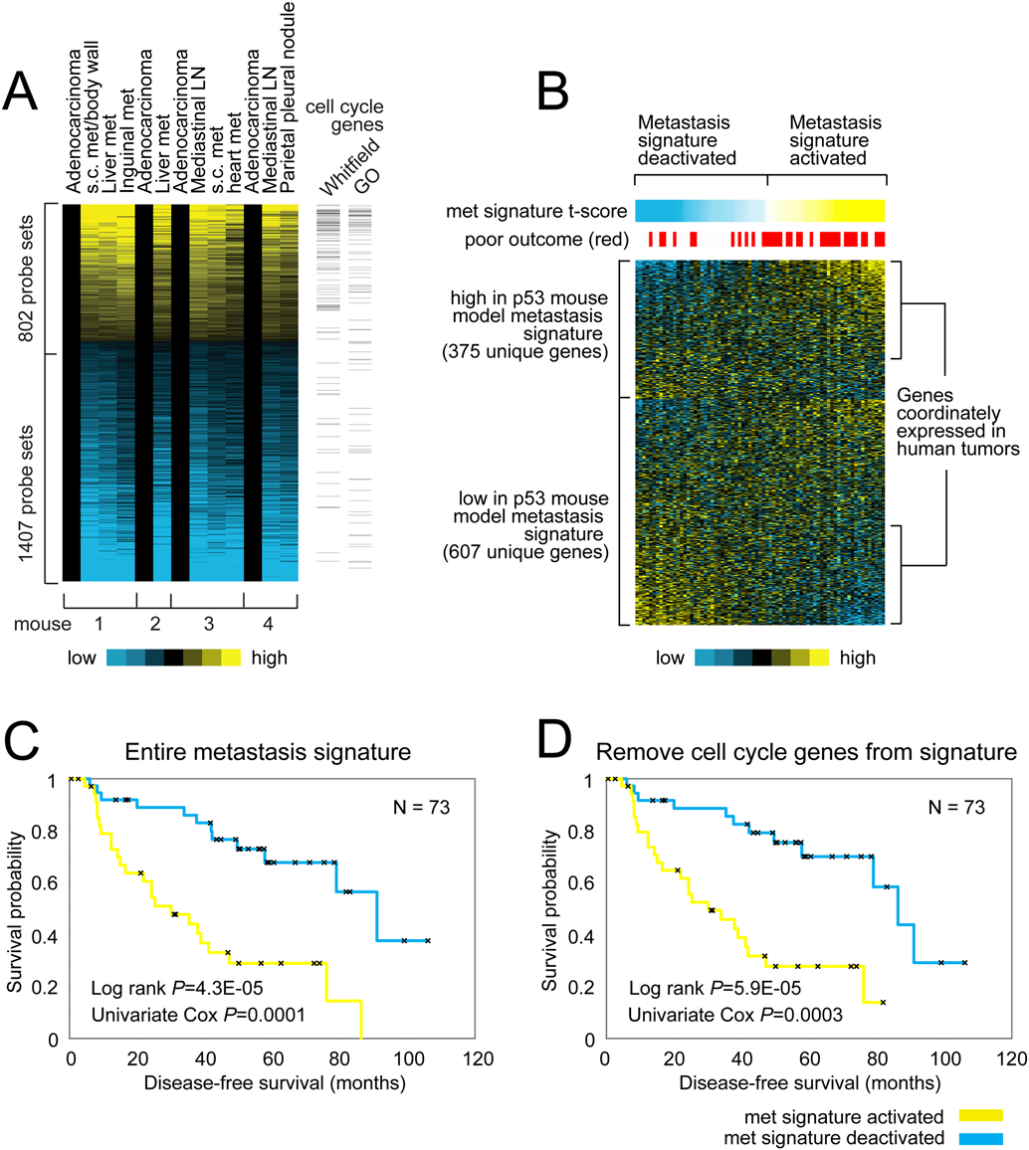
A gene expression signature of spontaneous metastasis in a K-ras/p53 mutant mouse model. (A) Gene expression profiles of tumor metastases were compared to the corresponding primary tumor to define the metastasis gene signature (P<0.01, paired t-test). Each row of the expression matrix represents a gene and each column represents a profiled sample; relative gene expression (metastasis: primary) is represented using a yellow–blue color scale. Genes defined as cell cycle-related by either the Whitfield signature [16] or by Gene Ontology (GO) are indicated. (B) The expression patterns of the mouse model metastasis signature in a panel of human lung tumors from Bhattacharjee et al. [14]. Tumors showing “activation” of the metastasis signature (as measured by the “met signature t-score”) tend to have high expression of the genes high in the mouse metastases and low expression of the genes low in the mouse metastases. (C) Kaplan-Meier analysis of the human lung tumors comparing the differences in risk between tumors showing activation (yellow line, t-score>0) and tumors showing deactivation (blue line, t-score<0) of the mouse model metastasis signature. Log rank test evaluates whether there are significant differences between the two arms. Univariate Cox test evaluates the association of the met signature t-score with patient outcome, treating the coefficient as a continuous variable. (D) Same as for part C, except that cell cycle-associated genes (as defined by either Whitfield et al or GO) were first removed from the mouse model metastasis signature prior to deriving the met signature t-score.

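Each of the 9 metastases moved with the fit at every one of the 80 probe sets past an adjusted p of 0.05, and at 93.7% (heart, mouse 3) to 99.0% (a body wall tumor of mouse 1) of the 900 probe sets at p under 0.01. These shares are not independent of the calls, since the same tumors chose the probe sets. A signature was therefore also built without the tumors of 1 mouse and scored in that mouse, as the mean of the higher minus the mean of the lower probe sets of log2 values centred on the 13 tumors. The held-out metastasis scored above its own primary tumor in 9 of 9 cases, by 0.67 log2 units in the heart metastasis of mouse 3 up to 1.42 in the liver metastasis of mouse 2. The differences were 1.08, 1.10 and 0.93 in the liver and the 2 body wall metastases of mouse 1. They were 0.86 and 0.79 in the lymph node and body wall metastases of mouse 3, and 0.91 and 0.77 in the lymph node and pleural metastases of mouse 4. With the 200 higher and 200 lower probe sets of smallest p in place of the threshold, the difference was again above 0 in 9 of 9. The metastases share 4 primary tumors, so no p-value over the 9 was computed.

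With the signature of all 13 tumors, the primary tumors of mice 1 to 4 scored −1.52, −1.42, −0.77 and −1.57, and the metastases between −0.16 (pleura, mouse 4) and 1.01 (liver, mouse 2). The primary tumors of mice 5, 6 and 7, which took no part in choosing the probe sets, scored −0.99, −0.77 and −0.96, below all 9 metastases. The metastases did take part in that choice, so the gap is not independent of it. With their own mouse left out, the metastases of mouse 4 scored −0.48 (lymph node) and −0.62 (pleura). The others then scored between −0.02 and 0.34.

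**Figure D1:**
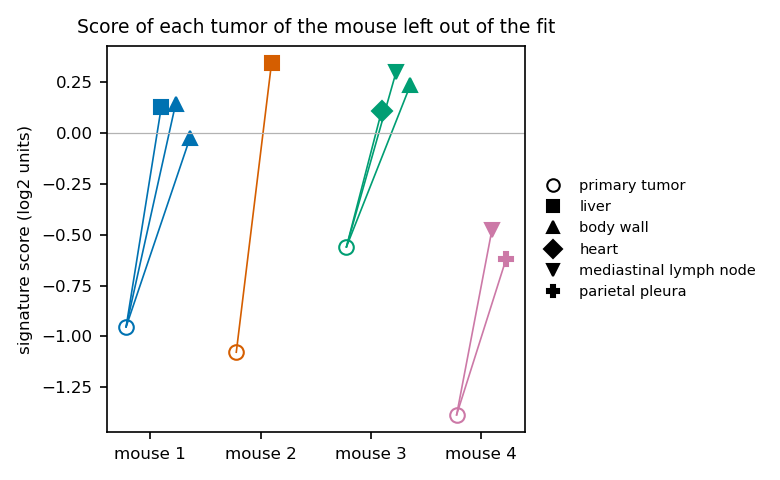
Signature score (log2 units) of each tumor in the mouse that was left out when the probe sets were chosen, with the primary tumor and the metastases of each of the 4 mice. Every metastasis lies above the primary tumor of its mouse, by 0.67 to 1.42 log2 units.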

## Results

### Transcriptional profiling of spontaneous tumors from Kras^LA1/+^; p53^R172HΔG/+^ mice reveals a metastasis signature that is prognostic in NSCLC patients

We postulated that the biologic processes mediating metastasis in Kras^LA1/+^; p53^R172HΔG/+^ mice would recapitulate those in a subset of NSCLC patients. To test this, the transcriptome of tumors from Kras^LA1/+^; p53^R172HΔG/+^ mice were profiled, and the derived metastasis signature, which was defined as those genes that were differentially expressed in the metastases relative to paired primary lung tumors, was compared to previously published expression profiles from lung adenocarcinomas from several patient cohorts [14], [15]. 

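Of the 16 tumor profiles analysed here, 7 are of primary lung adenocarcinomas and 9 are of metastases, with 1 Affymetrix Mouse 430A 2.0 array per tumor. This array measures the transcripts of a gene with 1 or more probe sets of short oligonucleotides. Table 1 lists 13 of these tumors, the 4 primary tumors and 9 metastases of mice 1 to 4. The metastases lay in the liver (mice 1 and 2), the body wall (2 in mouse 1 and 1 in mouse 3), the heart (mouse 3), the mediastinal lymph node (mice 3 and 4) and the parietal pleura (mouse 4). For the body wall tumors the submitters' labels name a subcutaneous or inguinal site, and the site of Table 1 is used here. The primary tumors of mice 5, 6 and 7 belong to the same deposited set and are not in Table 1, and the paper gives no reason for leaving them out. Values are given first for the 13 tumors and then for all 16. The fit of all 16 adds these 3 primary tumors without a matched metastasis, and they differed from the primary tumors of mice 1 to 4 at 231 probe sets (adjusted p under 0.05 from limma), a count between 0 and 42 with any 1 of the 7 primary tumors left out.

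The deposited values are intensities on a linear scale, which the authors estimated in dChip from the difference between perfect match and mismatch probes after invariant set normalization. The median intensity per array was at most 85.5, and 3.71% of the values were at or under 1. Values under 1 were raised to 1 before taking log2, so a change of a dim probe set depends on this floor. The 22626 probe sets that are not controls were tested with limma on log2 values with the mouse as a block, which sets each metastasis against the primary tumor of its own mouse and counts each primary tumor once. P-values were adjusted by the Benjamini-Hochberg method. The metastases of 1 mouse share a primary tumor, so the independent animals are 4 mice. The fit has 8 residual degrees of freedom and still counts metastases of 1 mouse as separate replicates of the tissue difference. Its SEs and p-values are therefore not at the level of the animal. With 1 mean ratio per mouse, 0 probe sets passed an adjusted p of 0.05. The number of arrays limits the precision. In simulated data of the same size, limma recovered 45% of probe sets changed by 1 log2 unit and 80% of those changed by 2 at an adjusted p under 0.05.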

Primary lung and matched metastastic tumor tissues from 4 mice were removed (Table 1); RNA was purified and subjected to Affymetrix gene expression profiling. 

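Scgb1a1, which encodes the main secretory protein of airway club cells, had the largest fall among the named genes past the threshold. Its mean intensity was 2180 ± 1021 (SD) over the 4 primary tumors and 60.9 ± 57.9 (SD) over the 9 metastases, a log2 difference of −5.63 (SE 0.36, adjusted p = 2.56e-04 from limma). Other genes that fell were Ehf (−3.56), an epithelial transcription factor, S100a14 (−2.38) and Lamb3 (−2.11), a chain of the basement membrane protein laminin 332. Fmo2 (−3.61 at 1 probe set), a monooxygenase abundant in lung, Chil1 (−2.57), Retnla (−2.56), the stress response gene Nupr1 (−2.23) and the airway secretoglobin Scgb3a1 (−2.21) also fell, each in 9 of 9 metastases. The brighter Fmo2 probe set gave −0.53 (adjusted p = 0.259). Ehf and Nupr1 were dim, at means of 45.1 and 26.5 in the primary tumors and 5.73 and 5.78 in the metastases. They lay under the 25th percentile of all values (24.3) in 9 and 10 of the 13 tumors, so the sizes of their falls come from dim values. The named genes that rose were Eif2ak2, the interferon-inducible kinase that senses double-stranded RNA, and Bid, a pro-apoptotic member of the Bcl-2 family. Eif2ak2 went from 98.9 ± 84.3 (SD) in the primary tumors to 258 ± 84.4 (SD) in the metastases (log2 difference 1.57, SE 0.26, adjusted p = 0.0414 from limma), and Bid rose by 0.59 (SE 0.09, adjusted p = 0.0381).

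In all, 80 probe sets passed an adjusted p of 0.05 from limma, 3 higher and 77 lower in the metastases, and all 80 had one sign in the 4 mice. At an unadjusted p under 0.01 there were 258 higher and 642 lower probe sets, 900 together. The methods' t-test, run over the 9 log2 ratios as if they were independent, gave 802 higher and 1406 lower probe sets at p under 0.01, 2208 together, and 885 after Benjamini-Hochberg adjustment. The share of lower probe sets among the limma calls at p under 0.01 was 71.3%, against 58.3% after quantile normalization and 61.1% with each array centred on its median. The count at an adjusted p of 0.05 was 2, 19, 23 and 10 without mouse 1, 2, 3 and 4, and 0 with 1 mean ratio per mouse.

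The fit of all 16 tumors called 64 higher and 216 lower probe sets at an adjusted p of 0.05, 63 of the 80 among them, and 1131 at p under 0.01, of which 58.5% were lower. Scgb1a1 was at 1034, 261 and 1187 in the primary tumors of mice 5, 6 and 7, and its adjusted p in this fit was 1.11e-04. Eif2ak2 was at 324, 183 and 123 in these 3 tumors, and neither Eif2ak2 (adjusted p = 0.1003) nor Bid (adjusted p = 0.0742) passed the threshold over all 16. The paper defines the genes past its threshold as the metastasis signature.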

Using each primary lung tumor (n = 4, 1 per mouse) as the reference for the corresponding metastases (n = 9, 1 to 3 per mouse), 2,209 genes were found to be differentially expressed (p value<0.01, paired t-test), 802 of which were increased and 1,407 were decreased (Figure 1A). Listed in Table 2 and Figure S1 are the most over- and under-expressed genes in the metastases and the entire set of 2,209 differentially expressed genes, respectively. 

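The higher genes of Table 2 include genes of DNA synthesis and mitosis. Rrm2, a subunit of ribonucleotide reductase, was at 26.6 ± 7.87 (SD) in the 4 primary tumors and 125 ± 99.0 (SD) in the 9 metastases, a log2 difference of 1.90 (SE 0.42, adjusted p = 0.112 from limma). Cdk1 (listed as Cdc2a), the kinase that drives entry into mitosis, was at 119 ± 26.9 and 411 ± 240, and Ect2, a regulator of cytokinesis, was at 49.2 ± 29.0 and 145 ± 83.3. Among the lower genes, Sftpc and Sftpa1 encode surfactant proteins of alveolar type 2 cells. Sftpc averaged 7203 ± 1742 (SD) in the primary tumors and 2782 ± 2754 (SD) in the metastases, and its log2 difference of −2.35 (SE 0.76) did not pass the adjusted threshold (adjusted p = 0.257). Vwf, a gene of endothelial cells, was at 173 ± 49.3 and 16.8 ± 25.4 (log2 difference −4.61, SE 0.89, adjusted p = 0.0716). Esrp1 (listed as Rbm35a), an epithelial splicing factor, was at 205 ± 57.1 and 24.9 ± 23.3 (adjusted p = 0.0795).

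Of the 20 higher probe sets, Eif2ak2 passed an adjusted p of 0.05, and of the 20 lower probe sets 8 did, among them those of Scgb1a1, Fmo2, Ehf and Mal. At an unadjusted p under 0.01 from limma these counts were 9 and 17. The mean of the 9 log2 ratios was within 0.01 of the tabulated fold change for all 20 higher and all 20 lower probe sets. For 11 of the 20 higher probe sets, among them Pck1, Apoa4, Krt14, Itgb1 and Mt3, the mean over the 13 tumors was under the 25th percentile of all values, 24.3, which was true of 4 of the 20 lower probe sets. With values under that percentile raised to it, 8 of the 20 higher probe sets kept a log2 difference above 1 and 16 of the 20 lower ones kept one under −1.

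Over all 16 tumors all 20 higher and all 20 lower probe sets kept their direction, and 5 higher and 13 lower ones passed an adjusted p of 0.05. Rrm2 was at 21.2, 21.9 and 33.7 in the primary tumors of mice 5, 6 and 7, Cdk1 at 104, 135 and 124, and Esrp1 at 166, 161 and 118.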

We validated differential expression of genes involved in processes relevant to metastasis, including BUB-1, a regulator of genomic integrity and mitosis, VIM, a marker of epithelial-to-mesenchymal transition, and the adhesion molecule, CCAM1, by performing quantitative reverse transcriptase PCR analysis (Figure 2).

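Ceacam1, an adhesion molecule of epithelial cells, fell in all 9 metastases. At the probe set of Table 2 its mean intensity was 379 ± 266 (SD) in the 4 primary tumors and 33.2 ± 8.87 (SD) in the 9 metastases, a log2 difference of −3.45 (SE 0.26, adjusted p = 9.75e-04 from limma). Bub1 and Bub1b, kinases of the spindle checkpoint, were higher in the metastases of mice 1, 2 and 3 and not in those of mouse 4. Bub1 was at 28.5 ± 8.01 and 80.3 ± 38.5, a log2 difference of 1.31 (SE 0.38), with mean ratios of 2.18, 1.86, 1.43 and −0.23 in mice 1 to 4. Bub1b was at 27.7 ± 10.3 and 94.7 ± 62.4, a log2 difference of 1.57 (SE 0.50). Vim, the intermediate filament of mesenchymal cells, was at 2284 ± 2257 and 3991 ± 1794 at its brightest probe set, a log2 difference of 0.98 (SE 0.31), and the high level in the primary tumor of mouse 3 left a mean ratio of 0.07 in that mouse.

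Over the 13 tumors only Ceacam1 passed an adjusted p of 0.05. The adjusted p was 0.211 for Bub1, 0.251 for Bub1b and 0.242 for Vim, and at the other Vim probe sets it was 0.141 (log2 difference 1.07, higher in 9 of 9 metastases) and 0.218 (1.00). Of the 8 Ceacam1 probe sets, 5 fell by 2.24 to 3.45 log2 units, and the remaining 3 had differences of −0.81, −0.71 and −0.49 that did not pass. The probe set at −0.71 (adjusted p = 0.0586) is the brightest of the 8, at 612 in the primary tumors and 365 in the metastases. A dimmer Bub1 probe set, under the 25th percentile in all 13 tumors, gave 0.24 (adjusted p = 0.902).

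In the primary tumors of mice 5, 6 and 7, Ceacam1 was at 105, 225 and 139, Bub1 at 4.69, 10.3 and 22.3, Bub1b at 28.1, 31.7 and 30.2 and Vim at 593, 698 and 527. Over all 16 tumors the log2 difference was −3.01 for Ceacam1 (adjusted p = 1.11e-04), 1.81 for Bub1 (adjusted p = 0.0373), 1.48 for Bub1b (adjusted p = 0.0752) and 1.52 for Vim (adjusted p = 0.0707). The Bub1 levels in mice 5, 6 and 7 were all under the 25th percentile (24.3). The dimmer Bub1 probe set was at 10.0, 6.92 and 12.7 there and gave −0.04 over all 16. The RT-PCR values of Figure 2 were not analysed here.

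**Figure D2:**
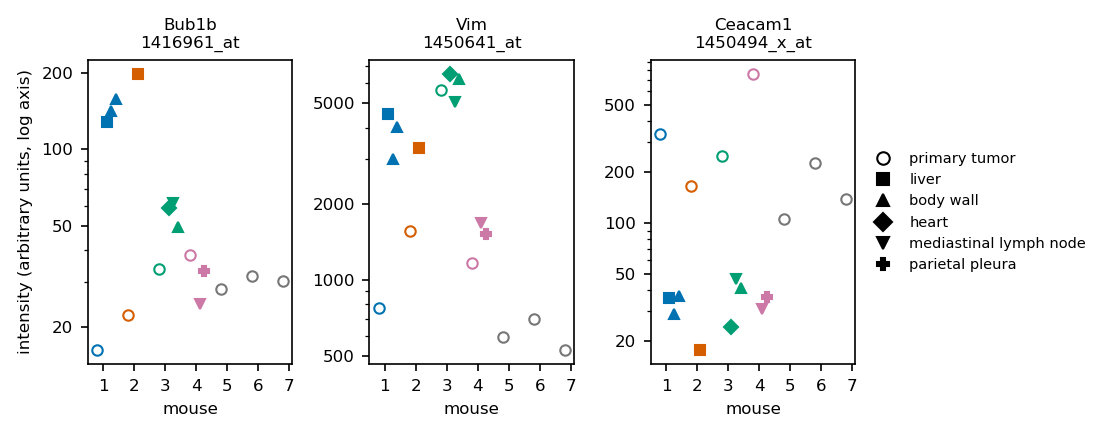
Intensity (arbitrary units, log axis) of Bub1b, Vim and Ceacam1 in each of the 16 tumors by mouse, 1 probe set per gene, with open circles for primary tumors and filled symbols for metastases by site. The metastases of mouse 4 lie below their primary tumor for Bub1b, and all 9 metastases lie below the 7 primary tumors for Ceacam1.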

**Figure 2:**
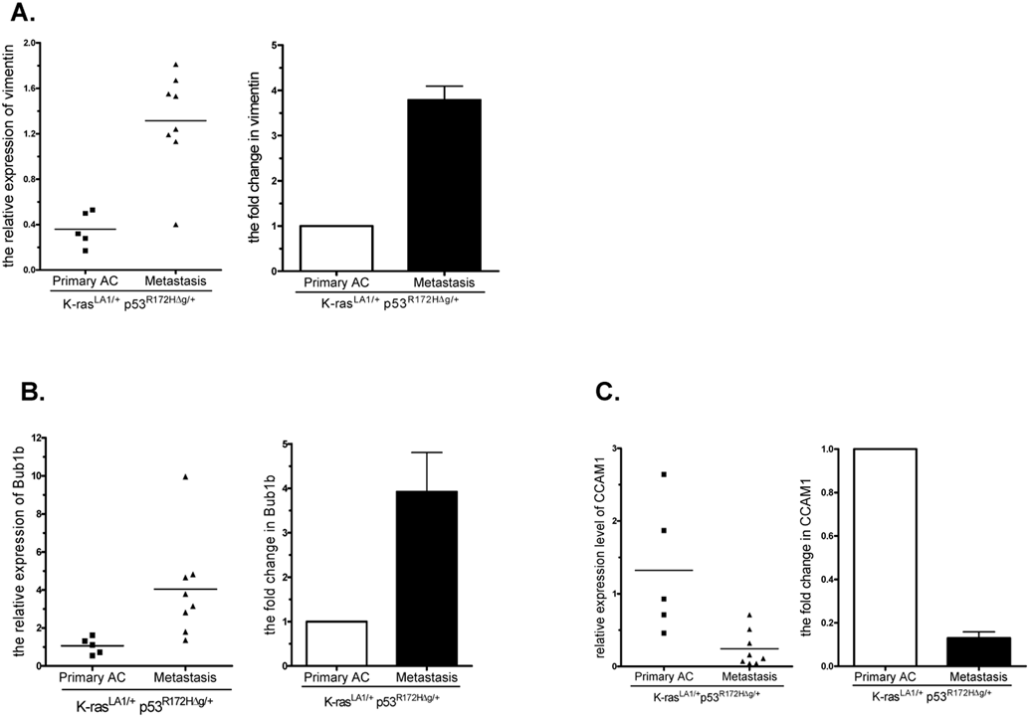
Verification of mRNA expression levels by Q-PCR. Total RNA from spontaneous tumors for gene expression profiling was reverse-transcribed with the First-Strand cDNA Synthesis Kit (Amersham Bioscience). Real-time PCR reactions were prepared in duplicate in a 96- or 384-well clear optical reaction plate (Applied Biosystems), using SybrGreen master mix (Applied Biosystems), and run on an ABI PRISM 7900HT Sequence Detection System (Applied Biosystems). Normal lung tissue from wild-type mice was used for calibration. Glyceraldhyde-3-phosphate dehydrogenase (GAPDH) was used as the endogenous control. The relative level of a gene was determined by calculating ΔΔCt, based on the formula ΔΔCt = (sample Ct [gene]−sample Ct [GAPDH])−(normal lung Ct [gene]−normal lung Ct [GAPDH]).

**Table 1:** Tumors Used for Gene Expression Analysis.

Genotype	Mouse #	Tumor type and location
p53R172HΔg/+ K-rasLA1/+	mouse 1	AC18-adenocarcinoma, lung
		AC19-metastasis, liver
		AC20-metastasis, body wall 1
		AC21-metastasis, body wall 2
p53R172HΔg/+ K-rasLA1/+	mouse 2	AC22-adenocarcinoma, lung
		AC23-metastasis, liver
p53R172HΔg/+ K-rasLA1/+	mouse 3	AC24-adenocarcinoma, lung
		AC25-metastasis, heart
		AC26-metastasis, mediastinal lymph node
		AC27-metastasis, body wall
p53R172HΔg/+ K-rasLA1/+	mouse 4	AC31-adenocarcinoma, lung
		AC32-metastasis, mediastinal lymph node
		AC33-metastasis, parietal pleura

**Table 2:** Top named genes differentially expressed (*P*<0.01) between primary tumors and metastasis.

Affymetrix probe set	Gene Title	Gene Symbol	fold change, met vs primary (log2)
*Higher in metastasis (ranked by fold change)*			
1426278_at	interferon, alpha-inducible protein 27	Ifi27	2.034805214
1418588_at	neurensin 1	Nrsn1	2.015696907
1423439_at	phosphoenolpyruvate carboxykinase 1, cytosolic	Pck1	2.008413051
1436504_x_at	apolipoprotein A-IV	Apoa4	1.899587267
1448226_at	ribonucleotide reductase M2	Rrm2	1.856439628
1427465_at	ATPase, Na+/K+ transporting, alpha 2 polypeptide	Atp1a2	1.80166054
1419943_s_at	cyclin B1	Ccnb1	1.718304491
1460347_at	keratin 14	Krt14	1.650172294
1438009_at	similar to histone 2a	MGC73635	1.628484792
1455439_a_at	lectin, galactose binding, soluble 1	Lgals1	1.619253423
1431164_at	Ras-related GTP binding D	Rragd	1.616979652
1451367_at	COP9 (constitutive photomorphogenic) homolog, subunit 6 (Arabidopsis thaliana)	Cops6	1.616770969
1426920_x_at	integrin beta 1 (fibronectin receptor beta)	Itgb1	1.607222931
1416301_a_at	early B-cell factor 1	Ebf1	1.604511281
1422006_at	eukaryotic translation initiation factor 2-alpha kinase 2	Eif2ak2	1.584624642
1448314_at	cell division cycle 2 homolog A (S. pombe)	Cdc2a	1.564221952
1420575_at	metallothionein 3	Mt3	1.543842484
1419513_a_at	ect2 oncogene	Ect2	1.525512151
1456566_x_at	RNA binding motif protein 14	Rbm14	1.496890793
1423607_at	lumican	Lum	1.4854932
*Lower in metastasis (ranked by fold change)*			
1452543_a_at	secretoglobin, family 1A, member 1 (uteroglobin)	Scgb1a1	−5.605051087
1435386_at	Von Willebrand factor homolog	Vwf	−4.501907686
1423436_at	glutathione S-transferase, alpha 3	Gsta3	−3.815193669
1421802_at	eosinophil-associated, ribonuclease A family, member 1	Ear1	−3.81250599
1454681_at	RNA binding motif protein 35A	Rbm35a	−3.599463463
1416236_a_at	epithelial V-like antigen 1	Eva1	−3.579430627
1422905_s_at	flavin containing monooxygenase 2	Fmo2	−3.576820392
1419475_a_at	ets homologous factor	Ehf	−3.487510424
1450494_x_at	CEA-related cell adhesion molecule 1	Ceacam1	−3.394496
1423914_at	RIKEN cDNA C630004H02 gene	C630004H02Rik	−3.049771708
1423323_at	tumor-associated calcium signal transducer 2	Tacstd2	−3.037340132
1429626_at	surfactant associated protein A1	Sftpa1	−2.893831126
1449081_at	carboxylesterase 3	Ces3	−2.88430922
1426332_a_at	claudin 3	Cldn3	−2.869993162
1422334_a_at	surfactant associated protein A1	Sftpa1	−2.7988671
1417797_a_at	RIKEN cDNA 1810019J16 gene	1810019J16Rik	−2.785446923
1449184_at	peptidoglycan recognition protein 1	Pglyrp1	−2.713447175
1418639_at	surfactant associated protein C	Sftpc	−2.710279321
1417275_at	myelin and lymphocyte protein, T-cell differentiation protein	Mal	−2.707840748
1421404_at	chemokine (C-X-C motif) ligand 15	Cxcl15	−2.682133804

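Genes of mitosis rose as a group in the metastases. Of 41 measured genes of the mitotic cell cycle, 39 were higher and 2 lower, with a median log2 difference of 0.77 (camera adjusted p = 6.66e-21; adjusted p = 0.164 with an estimated correlation). Mki67, the proliferation antigen, went from a mean of 71.6 in the primary tumors to 248 in the metastases (log2 difference 1.65), and Ccna2 (1.41), Cks2 (1.38), Birc5 (1.32) and Top2a (1.25) were each higher in 9 of 9 metastases. None of the 41 passed an adjusted p of 0.05 over all genes and 28 did when adjusted over the list alone. The rise differed between animals, with list medians of 1.12, 1.34 and 1.65 in the metastases of mouse 1 and 1.35 in that of mouse 2, against 0.45, 0.47 and 0.22 in mouse 3 and 0.16 and 0.20 in mouse 4.

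Kinetochore and centromere genes followed, with 23 of 26 higher and a median of 0.37 (camera adjusted p = 7.25e-09; adjusted p = 0.191 with an estimated correlation), among them the checkpoint gene Mad2l1 (0.55) and Cenpf (0.57), with list medians of −0.04 and 0.02 in mouse 4. Of these 26 genes 5 are also in another list, as are 5 of the 41 mitotic genes, so this is not separate evidence. Of 47 genes of DNA replication, 43 were higher, with a median of 0.36 (camera adjusted p = 1.78e-12; adjusted p = 0.191 with an estimated correlation), among them the helicase subunit Mcm6 (1.23) and the licensing factor Cdt1 (0.91). The list medians were 0.36 to 0.84 in the metastases of mice 1 and 2 and −0.04 to 0.12 in those of mice 3 and 4. No member of the kinetochore and DNA replication lists passed an adjusted p of 0.05, over all genes or when adjusted over the list alone. In these lists 11 and 20 members were higher at an unadjusted p under 0.05 from limma. Of 16 E2F targets and DNA repair genes, 15 were higher (median 0.42, camera adjusted p = 1.26e-06; adjusted p = 0.191 with an estimated correlation), and Uhrf1, Hells, Ccne2, Tipin and Ezh2 rose when adjusted over the list alone.

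Of 42 lysosome genes, 31 were lower, with a median of −0.23 (camera adjusted p = 8.69e-04; adjusted p = 0.292 with an estimated correlation). The median lay between −0.30 and −0.10 with 1 mouse or metastasis left out, and it was above 0 in the heart metastasis (0.11) and the liver metastasis of mouse 1 (0.03). The cathepsins Ctsd (−1.32) and Ctsh (−0.79) and the cholesterol carrier Npc2 (−0.46) fell when adjusted over the list alone, and no member did over all genes. Of 39 Golgi genes, 29 were lower with a median of −0.09 (camera adjusted p = 0.0194; adjusted p = 0.386 with an estimated correlation), and none passed over all genes or when adjusted over the list alone, with 5 lower at an unadjusted p under 0.05 from limma. The Golgi apparatus list passed in 10 of 13 settings with 1 mouse or metastasis left out, and it did not pass after quantile normalization (median −0.04, adjusted p = 0.0585), without liver metastases (adjusted p = 0.0831) or without body wall metastases (adjusted p = 0.0562). Over all 16 tumors it did not pass either (median −0.08, adjusted p = 0.0517), while the lysosome list (−0.12, adjusted p = 0.0278) and the mitotic list (0.91, adjusted p = 1.05e-25) did.

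Markers of normal lung cells were lower in the same tumors. Of 12 genes of alveolar type 2 cells, 12 were lower, with a median of −2.16 (camera adjusted p = 4.98e-10; adjusted p = 0.0893 with an estimated correlation). None of them passed over all genes and 9 fell when adjusted over the list alone, among them Muc1 (−2.76), Sftpd (−2.41) and Slc34a2 (−2.27). Their list median ran from −3.94 in the heart metastasis of mouse 3 to −0.38 in the metastases of mouse 4, with −0.68 in the metastasis of mouse 2. The endothelium list, also part of normal lung, had medians of −0.56, −0.41 and −0.70 in the metastases of mouse 1 and −0.97 in that of mouse 2. It was at −0.10, 0.27 and −0.30 in mouse 3 and −0.12 and −0.14 in mouse 4, so it was lower in the 2 mice in which the mitotic list was highest. Not all lists of normal lung cells shared this order. Alveolar type 1 medians in mouse 3 (−1.20, −1.19 and −0.72) were close to those in mouse 1 (−1.03, −0.83 and −0.73), with −2.32 in mouse 2. Alveolar macrophage medians in mouse 4 (−0.91 and −0.79) were close to those in mouse 1 (−0.69, −1.06 and −0.73), with −1.60 in mouse 2. With a score of normal lung markers as a covariate, the median was 0.16 for the mitotic list (camera adjusted p = 0.0514), −0.04 for kinetochore genes (adjusted p = 0.817) and −0.05 for DNA replication (adjusted p = 0.963). Relative to the 13-tumor mean, the mitotic list stood at −0.87, −0.59 and −0.45 in the primary tumors of mice 5, 6 and 7, and at −0.74, −0.76, −0.21 and −0.62 in those of mice 1 to 4. All lists were written from textbook knowledge after reading the paper and Table 2.

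**Figure D3:**
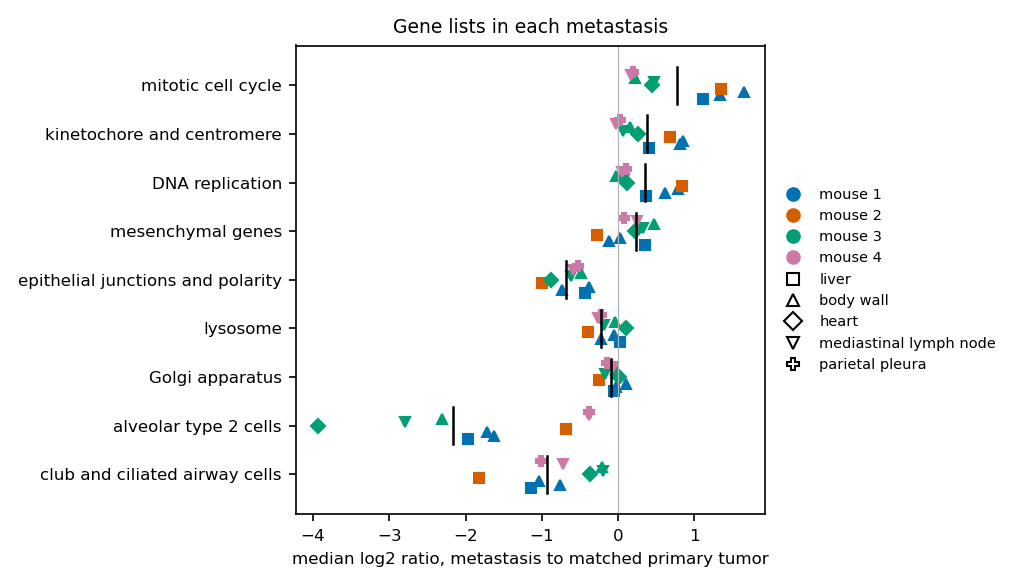
Median log2 ratio of metastasis to matched primary tumor over each gene list (horizontal axis), with 1 point per metastasis. The points of the mitotic list lie between 0.16 and 1.65, all above 0.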

Enrichment analysis (Fisher's exact test using Gene Ontology terms) of those genes with increased expression revealed highly significant enrichment in genes with the terms ‘cell cycle’ (45 genes, enrichment p = 1.4E-9), ‘kinetochore’ (8 genes, p = 1.5E-6), ‘pericentric chromosome-binding’ (10 genes, p = 3.4E-6), ‘DNA replication’ (17 genes, p = 6.0E-6), and ‘DNA-binding’ (103 genes, p = 0.0001), whereas analysis of the genes that were decreased revealed enrichment in genes with the terms ‘membrane-binding’ (391 genes, p = 9.8E-12), ‘integral-to-membrane’ (333 genes, p = 5.1E-9), ‘lysosomal’ (24 genes, p = 1.2E-5), and ‘golgi apparatus’ (29 genes, p = 0.0001) (a complete list of the terms is in Figure S2). 

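In the list of Figure S1, 107 of the 802 higher probe sets carry a mark for the cell cycle, 85 from the Whitfield signature, 49 from Gene Ontology and 27 from both. Their median log2 difference was 0.72 in the limma fit of the 13 tumors, and 57 of them were higher at an unadjusted p under 0.01 and none at an adjusted p under 0.05. In each metastasis between 87.9% (lymph node, mouse 4) and 99.1% (a body wall tumor of mouse 1) of the marked probe sets were above their primary tumor. The median ratio of the marked probe sets was 1.19 in that body wall tumor, against 0.55 for the 695 unmarked higher ones. In the other metastases of mouse 1 it was 0.74 against 0.46 (liver) and 0.86 against 0.46 (body wall). It was 0.78 against 0.36 in the liver metastasis of mouse 2 and, in mouse 3, 0.60 against 0.49 (lymph node), 0.35 against 0.27 (heart) and 0.40 against 0.40 (body wall). In the metastases of mouse 4 it was 0.38 against 0.39 (lymph node) and 0.37 against 0.28 (pleura). These probe sets were chosen on the same tumors, so their direction is not independent evidence.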

A significant number of genes appeared to be related to cell cycle functions (Fig. 1A), as defined by the Gene Ontology classification or using the signature from Whitfield et al. [16].

We next compared these results with a publicly-available database containing expression profiles of resected, early-stage NSCLC specimens from the dataset by Bhattacharjee et al. [14], for which clinical outcome data was available. Focusing the analysis on those patients with lung adenocarcinomas (n = 73), we examined whether the murine metastasis signature is present in patients and whether its presence correlates with poor clinical outcome, which would be expected if the signature indicates the presence of tumor cells with the capacity to metastasize. Of the 1,407 genes with differential expression in the murine metastasis signature, 982 (70%) genes were represented in the human tumor expression profiles. Each human lung tumor was assigned a metastasis t-score, which gave a measure of how the human tumor recapitulated the patterns of over- and under-expression observed in the murine metastasis signature (Fig. 1B). Using this approach, we found that the level of enrichment of the Bhattacharjee tumors for the murine metastasis signature was informative from a prognostic standpoint, whether or not the genes related to cell cycle were included (Fig. 1C and 1D). Those patients with the signature (t-score>0) had a shorter median disease-free survival duration than did those without the signature (p<0.001, Kaplan-Meier analysis) (Fig. 1C).

Using the same parameters and methodology, we examined the four human NSCLC datasets presented in the Director's Challenge study [15] and found that, for two of the cohorts (MSKCC and HLM) in the Director's Challenge study, those patients with tumors that had the metastasis signature (t-score>0) had a shorter progression-free survival than did those without the signature (p< = 0.03 for each, Kaplan-Meier analysis, Fig. 3A & B). This prognostic trend was apparent in the Dana-Farber Cancer Institute (CAN/DF) cohort, though not with statistical significance (p = 0.13, Fig. 3C). The Michigan cohort, however, did not show any prognostic trend for the mouse metastasis signature (Fig. 3D), though among the 395 genes that were increased in the murine metastasis signature and represented on the Michigan arrays, 141 genes correlated (p<0.01, t-test) with poorly-differentiated versus well-differentiated histology (enrichment p value<1.0×10^−15^). An overall analysis of the four datasets combined did demonstrate significant prognostic ability in the human tumors by the murine metastasis signature (p = 0.01, Fig. 3E). Essentially the same results were obtained when the murine signature without the cell cycle genes was applied to the datasets (Figure S3). On the basis of these findings, we conclude that the murine model recapitulated biologic features of the subset of NSCLC adenocarcinoma patients with poor clinical outcomes.

**Figure 3:**
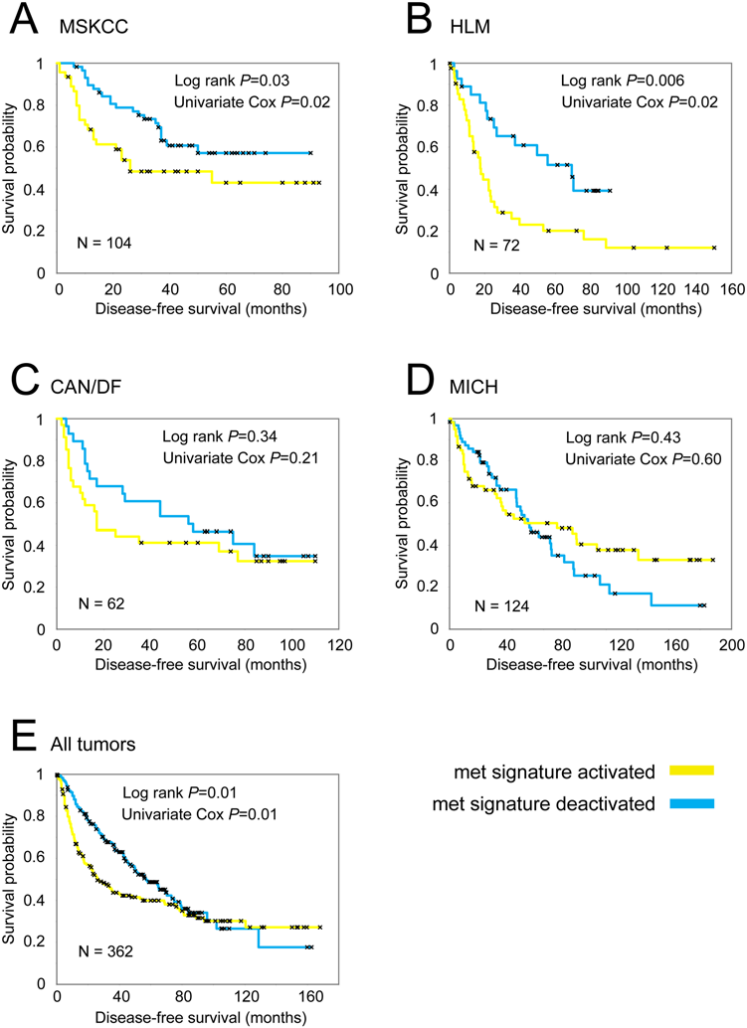
The spontaneous mouse metastasis signature is associated with poor prognosis in human lung tumor profile datasets from the Director's Challenge Consortium. Kaplan-Meier analysis comparing the differences in risk between human lung tumors showing activation (yellow line, t-score>0) and tumors showing deactivation (blue line, t-score<0) of the mouse model metastasis signature. Datasets from the study by Shedden et al. [15] and represent four independent cohorts from (A) Memorial Sloan-Kettering Cancer Center (MSK), (B) Moffitt Cancer Center (HLM), (C) Dana-Farber Cancer Institute (CAN/DF), and (D) University of Michigan Cancer Center (MICH). (E) Kaplan-Meier analysis of tumors combined from all four datasets (N = 362).

To compare the metastasis signatures in Kras^LA1/+^; p53^R172HΔG/+^ mice to genes that have been implicated in metastasis of human tumors, we examined whether the murine signature overlapped with gene expression profiles of human primary *versus* metastatic tumor specimens [17], [18], which revealed a significant degree of overlap (P value<0.05, described in detail in Figure S4). Of the 738 genes that were increased (p<0.05), in the human metastasis relative to that of primary tumor, 49 were among the increased expression gene set in the murine signature (enrichment *p* = 0.001).

## Discussion

In this study, we sought to examine the fidelity of the metastatic process in *Kras^LA1/+^*; *p53^R172HΔG/+^* mice to that of NSCLC patients by performing transcriptional profiling studies. We identified a metastasis expression signature in *Kras^LA1/+^*; *p53^R172HΔG/+^* mice that was present in primary tumors from NSCLC patients who had poor prognosis. Based upon the ability of the murine metastasis signature to discriminate patient outcome, we conclude that the murine tumors recapitulated features of human lung adenocarcinoma. We do not mean to imply that this signature is clinically useful in a prognostic or predictive fashion, but simply interpret it as evidence of the potential usefulness and relevance of the model for studying the biology of human lung adenocarcinoma metastasis.

We examined whether the murine metastasis signature overlapped with genes identified from five NSCLC patient cohorts reported in two studies [14], [15] and found overlap in a subset of patients. The presence of the murine signature correlated with poor clinical outcome in only three of the five cohorts. We can only speculate about why the correlation with clinical outcome differed among the cohorts but suspect that it relates to tumor biologic differences. Tumor histology and disease stage are unlikely to be relevant variables because the distributions of these variables did not differ significantly between the cohorts examined, but patient demographic variables yet to be examined might prove relevant. The two NSCLC cohorts we used for data mining have reported both overall survival and disease progression-free survival [14], [15]. Although the murine metastasis signature identified patients with a poor clinical outcome with both clinical outcomes, trends were more significant with progression-free survival (Figure S3), implying that the genes in the murine signature impact biologic processes involved in disease recurrence but not other processes relevant to the survival of patients with recurrent disease, such as resistance to cancer treatments. Of note, the murine metastasis signature did not correlate with NSCLC *K-ras* mutational status, which was reported by Bhattacharjee et al. [14].

The increased-expression gene set in the metastasis signature was enriched in cell cycle genes, but the prognostic power of the metastasis signature was not diminished by the removal of cell cycle genes, suggesting that the metastatic capacity of lung tumor cells in *Kras^LA1/+^*; *p53^R172HΔG/+^* mice was not related simply to their proliferative potential and that other genes involved in biologic processes relevant to metastasis, such as tumor cell invasive potential, might have contributed. 

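A list of epithelial genes, written for junctions and polarity, fell as a group. Of 40 measured members, 39 were lower in the metastases, with a median log2 difference of −0.68 (camera adjusted p = 6.90e-21; adjusted p = 0.0566 with an estimated correlation), and the list median was below 0 in all 9 metastases, between −0.998 and −0.385. Members past an adjusted p of 0.05 over all genes numbered 4, and 21 fell when adjusted over the list alone. The 4 were the tight junction claudin Cldn3 and a group of membrane proteases and their inhibitor, Prss8 (−1.92, SE 0.30, adjusted p = 0.0376), St14 (−1.69, SE 0.23, adjusted p = 0.0243) and Spint2 (−0.85, SE 0.12, adjusted p = 0.0228). The list is thus broader than junction and polarity genes, and its median does not measure polarity genes alone. Epcam (−2.38), Cldn7 (−1.66) and Cldn4 (−1.43) fell when adjusted over the list alone.

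Cldn3 went from 1168 ± 422 (SD) in the 4 primary tumors to 508 ± 171 (SD) in the 9 metastases at its brightest probe set (log2 difference −1.14, SE 0.16, adjusted p = 0.0236 from limma). The other 3 Cldn3 probe sets gave −2.72, −2.03 and −2.07, and the last did not pass (adjusted p = 0.154). Pard6b, a scaffold of the apical polarity complex, was lower in 9 of 9 metastases at both probe sets, by −1.16 (SE 0.34, adjusted p = 0.213) and −0.90 (SE 0.30, adjusted p = 0.283). Pard3, its partner, was at −0.75 (adjusted p = 0.489) and −0.18 (adjusted p = 0.711), and Dlg1 (the current symbol of Dlgh1) at −0.22 (adjusted p = 0.550) and −0.03 (adjusted p = 0.967). Crb3 gave −0.74 (adjusted p = 0.292), −0.31 (adjusted p = 0.386) and −0.29 (adjusted p = 0.666) at its 3 probe sets. Cask gave −0.76 (adjusted p = 0.571), −0.24 (adjusted p = 0.716) and −0.16 (adjusted p = 0.648). The Dlg1 probe set with the smaller difference was at 0.01 after quantile normalization, on the other side of 0.

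Over all 16 tumors the list median was −0.58, and Cldn3 at its brightest probe set kept its call (adjusted p = 0.0237), while 2 other Cldn3 probe sets lost theirs (adjusted p = 0.0536 and adjusted p = 0.0564). In the primary tumors of mice 5, 6 and 7, Cldn3 was at 882, 647 and 858, Prss8 at 120, 131 and 234 and St14 at 286, 255 and 167. Markers of normal lung epithelium moved in the same direction, since 12 of 14 genes of club and ciliated airway cells were lower (median −0.94, camera adjusted p = 2.11e-09; adjusted p = 0.0566 with an estimated correlation), 2 of them past an adjusted p of 0.05 over all genes and 8 when adjusted over the list alone. All 7 genes of alveolar type 1 cells were lower too (median −0.99, camera adjusted p = 5.08e-06; adjusted p = 0.127 with an estimated correlation), none past an adjusted p of 0.05 over all genes and 6 when adjusted over the list alone.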

Of note, in that regard, were genes in the decreased-expression gene set that control cell polarity (*Cldn3*, *Pard3*, *Pard6b*, *Dlgh1*, and *Crb3*) and cell-cell attachments (*Ccam1* and *Cask2*). Loss of polarity and cell-cell contacts are features of epithelial cells that have undergone epithelial-to-mesenchymal transition (EMT), a phenotypic change associated with enhanced invasive and metastatic properties in tumor cells [19]. Other genes typically expressed in mesenchymal cells, including *Vim* and *Cdh2*, were more highly expressed in the metastases than in the primary lung tumors that arose in *K-ras^LA/+^ p53^R172HΔg/+^* mice. 

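Of 27 mesenchymal genes, 16 were higher and 11 lower in the metastases, with a median log2 difference of 0.23 (camera adjusted p = 0.0194; adjusted p = 0.374 with an estimated correlation). No member passed an adjusted p of 0.05, over all genes or when adjusted over the list alone, and 5 were higher at an unadjusted p under 0.05 from limma. These were the galectin Lgals1 (1.30), Vim, the matrix proteins Tnc (0.78) and Sparc (0.53) and the transcription factor Zeb1 (0.29). Without mouse 3 the list median was 0.08 (adjusted p = 0.521). By metastasis, it was below 0 in that of mouse 2 (−0.28) and in a body wall metastasis of mouse 1 (−0.12), and above 0 in the others.

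Cdh2, which encodes N-cadherin, had log2 differences of 0.25 (SE 0.48, adjusted p = 0.891, higher in 4 of 9 metastases) and 0.27 (SE 0.37, adjusted p = 0.843, higher in 6 of 9) at its probe sets, neither larger than the spread between tumors. Its level differed more between mice than between tissues, with 94.0 ± 122 (SD) over the 4 primary tumors and 114 ± 131 (SD) over the 9 metastases at the brighter probe set. It was at 25.05, 29.2 and 14.6 in the primary tumors of mice 5, 6 and 7, and the difference over all 16 tumors was 0.75 (adjusted p = 0.636).

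Of 25 genes of extracellular matrix and fibroblasts, 20 were higher, with a median of 0.28 (camera adjusted p = 5.04e-04; adjusted p = 0.191 with an estimated correlation). The basement membrane gene Nid1 (1.28) rose when adjusted over the list alone and none did over all genes, and Fbln2 was at 1.36 and the collagens Col3a1 and Col1a2 at 1.07 and 1.01. The paper states that Vim and Cdh2 were more highly expressed in the metastases and leaves open whether these changes contributed to metastatic capacity.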

Whether these changes reflect a phenotypic change that contributed to the metastatic capacity of these cells is currently under investigation and will be reported on separately.

We conclude that *Kras^LA1/+^*; *p53^R172HΔG^* mice will provide a useful platform to better understand the basic biologic processes that underlie metastasis, to identify biologic targets for the prevention and treatment of metastasis, and to test the efficacy of novel agents directed against those targets in preclinical studies. Such studies could have a tremendous impact on global health given that NSCLC is the most common cause of cancer-related death in Western countries, and metastasis is the most common cause of death in NSCLC patients.

## Supporting Information

Figure S1 Excel spreadsheet with entire list of genes.

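The list of Figure S1 holds the probe sets past the methods' t-test, with their mean log2 ratio and p-value. The copy used here has all 802 higher probe sets and 1392 of the 1,407 lower ones. Computed again from the deposited intensities, the mean of the 9 log2 ratios was within 0.01 of the listed value, and the p-value within 1% of it, for 802 of the 802 higher and 1392 of the 1392 lower probe sets held. In the limma fit with the mouse as a block, 802 and 1391 of them had the listed direction. At an unadjusted p under 0.01 this fit held 243 of the higher and 621 of the lower ones, and 3 and 77 passed an adjusted p of 0.05. The mean over the 13 tumors was under the 25th percentile of all values for 109 of the higher and 145 of the lower probe sets, where the floor weighs most on the ratio.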

(0.74 MB XLS) Click here for additional data file.

Figure S2 Excel spreadsheet with list of GO terms
(1.03 MB XLS) Click here for additional data file.

Figure S3 PDF describing “Impact of cell cycle genes on progression-free survival and overall survival”
(0.08 MB PDF) Click here for additional data file.

Figure S4 PDF describing “Comparison of mouse metastasis signature with other metastasis signatures”
(0.27 MB PDF) Click here for additional data file.

# Supplementary material for: Expression Signatures of Metastatic Capacity in a Genetic Mouse Model of Lung Adenocarcinoma
**Source:** PLoS One. 2009 Apr 30;4(4):e5401. doi: 10.1371/journal.pone.0005401
**Supplement:** Figure S3 — PDF describing “Impact of cell cycle genes on progression-free survival and overall survival” (0.08 MB PDF)

# Expression Signatures of Metastatic Capacity in a Genetic Mouse Model of Lung Adenocarcinoma

## Supporting Document 1

(Impact of cell cycle genes on progression-free survival and overall survival)

# Goal

- Examine prognostic ability of mouse metastasis signature in tumors from Bhattacharjee *et al.* and Shedden *et al.*
- As compared to the analysis presented in the main paper, carry out the following:
  - Remove cell cycle-associated genes from the mouse signature before carrying out the analysis
  - Consider “overall survival” as the endpoint in addition to “progression-free survival.”

# Bhattacharjee dataset, overall survival

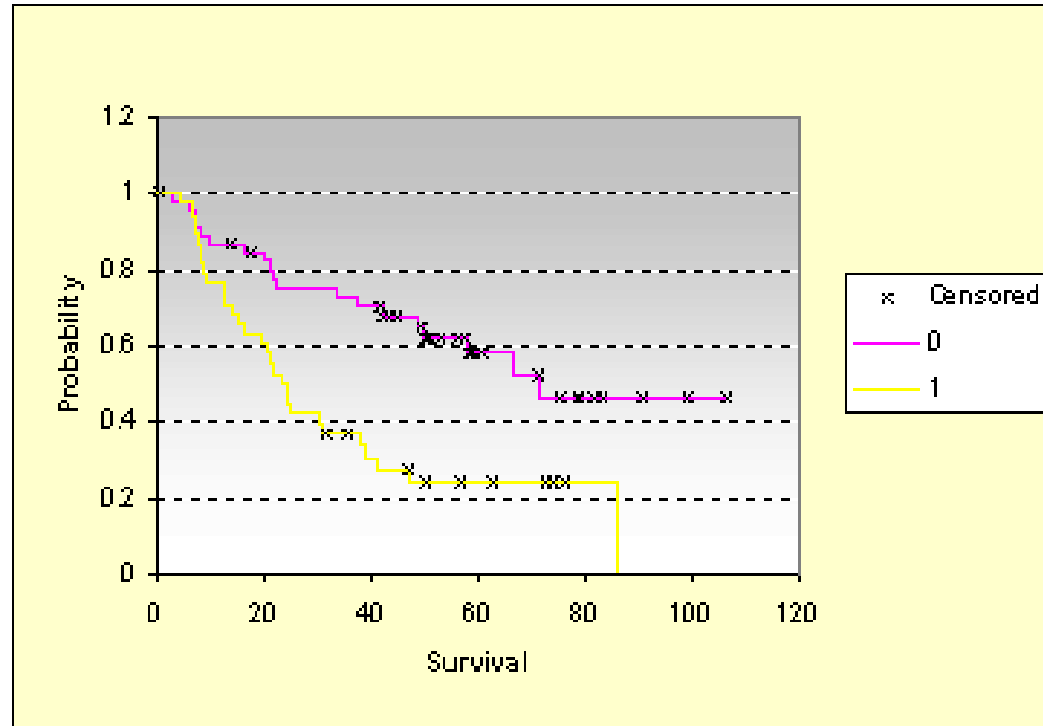

- Pink line=tumors with deactivated metastasis signature (R-value<0).
- Yellow line=tumors with activated metastasis signature (R-value>0).
- Difference between the two arms is significant ( $p<0.001$ , log-rank statistic).

# Cell cycle genes in signature

- Genes up in mouse metastasis were significantly enriched for cell cycle genes.
- Is the association of the mouse met signature with outcome due to general proliferation?
- Carry out two tests:
  - Subtract genes with GO annotation “cell cycle” or correlated with cell cycle progression in Whitfield study from the met signature
    - Remaining genes are predictive in Bhattacharjee data with  $p < 0.001$  by univariate Cox.
  - Compute an R-value for the Whitfield cell cycle

# Director's Challenge datasets

Gene expression–based survival prediction in lung adenocarcinoma: a multi-site, blinded validation study

Director's Challenge Consortium for the Molecular Classification of Lung Adenocarcinoma:<sup>\*1</sup>  
Kerby Shedden<sup>2,3,17</sup>, Jeremy M G Taylor<sup>3,4,17</sup>, Steven A Enkemann<sup>5,17</sup>, Ming-Sound Tsao<sup>6,17</sup>,  
Timothy J Yeatman<sup>5,17</sup>, William L Gerald<sup>7,17</sup>, Steven Eschrich<sup>5,17</sup>, Igor Jurisica<sup>6,17</sup>, Thomas J Giordano<sup>8</sup>,  
David E Misek<sup>3,9</sup>, Andrew C Chang<sup>3,9</sup>, Chang Qi Zhu<sup>6</sup>, Daniel Strumpf<sup>6</sup>, Samir Hanash<sup>3</sup>, Frances A Shepherd<sup>6</sup>,  
Keyue Ding<sup>10</sup>, Lesley Seymour<sup>10</sup>, Katsuhiko Naoki<sup>11</sup>, Nathan Pennell<sup>11</sup>, Barbara Weir<sup>11</sup>, Roel Verhaak<sup>11</sup>,  
Christine Ladd-Acosta<sup>12</sup>, Todd Golub<sup>12</sup>, Michael Gruidl<sup>5</sup>, Anupama Sharma<sup>5</sup>, Janos Szoke<sup>7</sup>, Maureen Zakowski<sup>7</sup>,  
Valerie Rusch<sup>7</sup>, Mark Kris<sup>7</sup>, Agnes Viale<sup>7</sup>, Noriko Motoi<sup>7</sup>, William Travis<sup>7</sup>, Barbara Conley<sup>13</sup>,  
Venkatraman E Seshan<sup>14,17</sup>, Matthew Meyerson<sup>11,12,17</sup>, Rork Kuick<sup>3,17</sup>, Kevin K Dobbin<sup>15,17</sup>, Tracy Lively<sup>16,17</sup>,  
James W Jacobson<sup>16,17</sup> & David G Beer<sup>3,9,17</sup>

- Nat Med. 2008 Aug;14(8):822-7.
- Consists of four independent datasets:
  - HLM – 79 tumor profiles
  - Michigan - 177 tumor profiles
  - Canada – 82 tumor profiles
  - MSKCC – 104 tumor profiles
- Outcome is overall survival or progression-free survival

# Cox correlation

Overall Survival

|        | Beta     | P-value  |
|--------|----------|----------|
| HLM    | 0.014876 | 0.684682 |
| MICH   | 0.02412  | 0.420761 |
| Canada | 0.117523 | 0.022689 |
| MSKCC  | 0.071145 | 0.090277 |

Progression-free survival

|        | Beta      | P-value  |
|--------|-----------|----------|
| HLM    | 0.082129  | 0.054408 |
| MICH   | -0.002233 | 0.948287 |
| Canada | 0.0593    | 0.207077 |
| MSKCC  | 0.08017   | 0.044657 |

- As described in the main paper, computed metastasis signature R-value for each tumor in each of the four datasets
  - *Here, metastasis signature did not include any of the GO or Whitfield cell cycle genes*
- Correlation of R-value with outcome across tumors measured by Cox

# HLM Statistically significant

Overall Survival

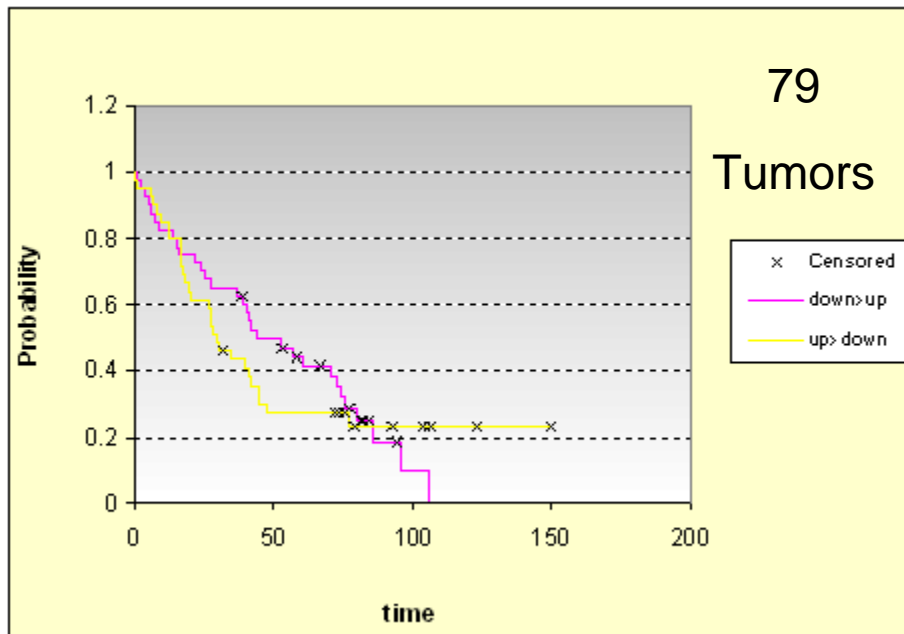

Chi-square      Degrees of Freedom      P

0.127050289      1      0.721510223

|     | Beta     | P-value  |
|-----|----------|----------|
| HLM | 0.014876 | 0.684682 |

Progression-free survival

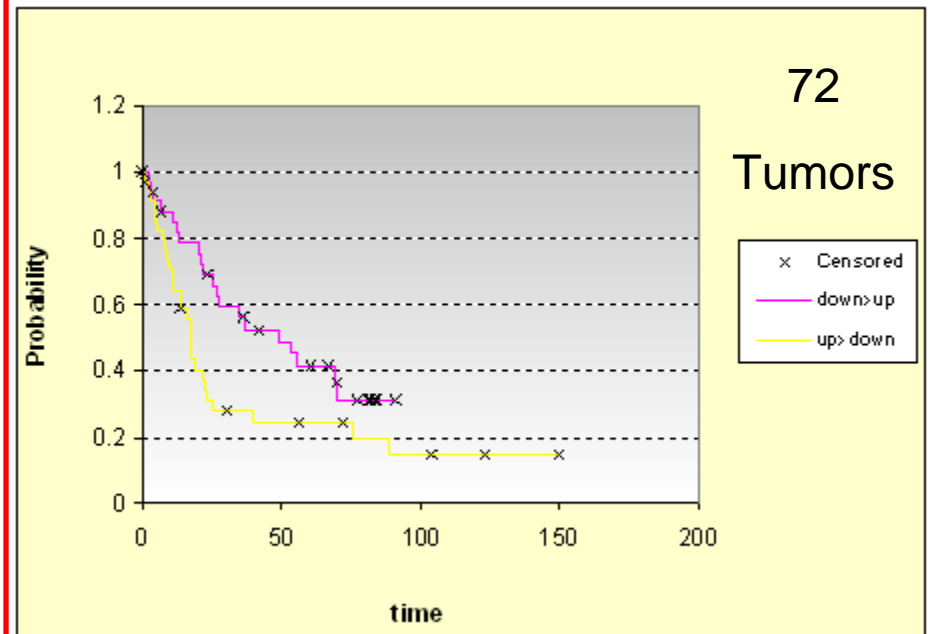

Chi-square      Degrees of Freedom      P

4.338550546      1      0.037258637

|     | Beta     | P-value  |
|-----|----------|----------|
| HLM | 0.082129 | 0.054408 |

- Compare tumors with high correlation to the signature ( $R\text{-value} > 0$ ) with the rest of the tumors by Kaplan-Meier
- Yellow = met signature positive, Pink = met signature negative

# MICH Not at all significant

Overall Survival

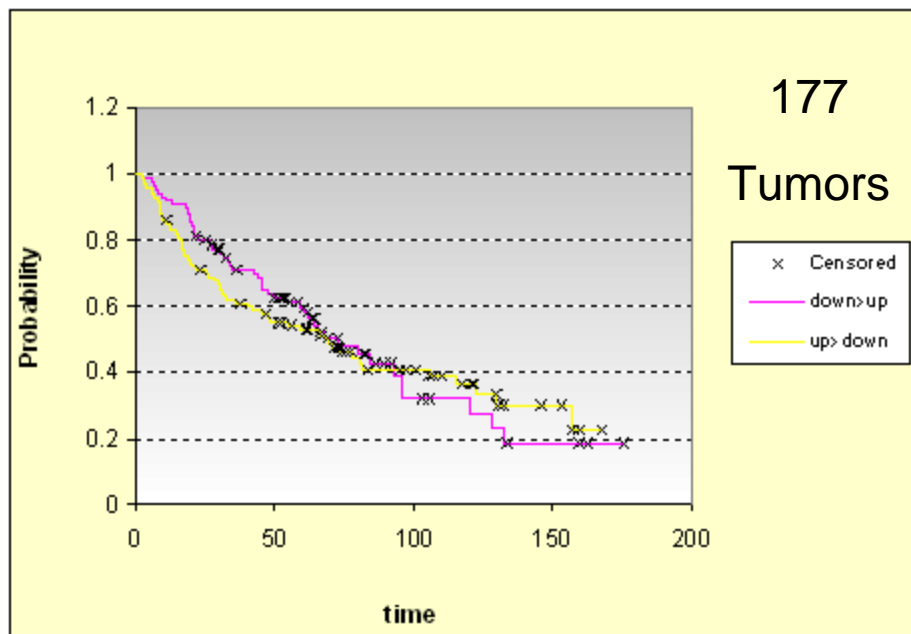

Chi-square      Degrees of Freedom      P

0.112141728      1      0.737718861

|      | Beta    | P-value  |
|------|---------|----------|
| MICH | 0.02412 | 0.420761 |

Progression-free survival

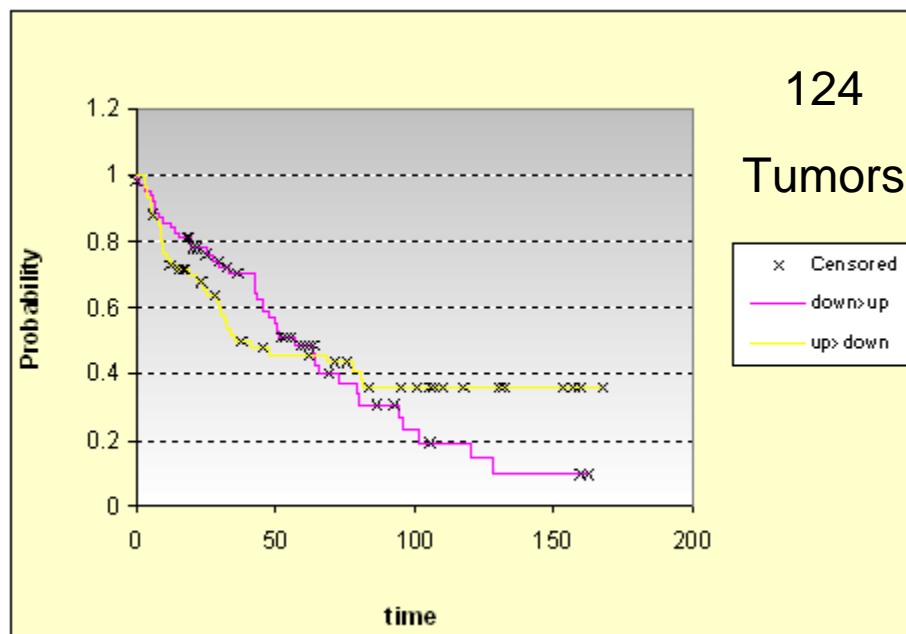

Chi-square      Degrees of Freedom      P

0.124882488      1      0.723798208

|      | Beta      | P-value  |
|------|-----------|----------|
| MICH | -0.002233 | 0.948287 |

- Compare tumors with high correlation to the signature ( $R\text{-value} > 0$ ) with the rest of the tumors by Kaplan-Meier
- Yellow = met signature positive, Pink = met signature negative

# Canada Not significant, but perhaps trending

Overall Survival

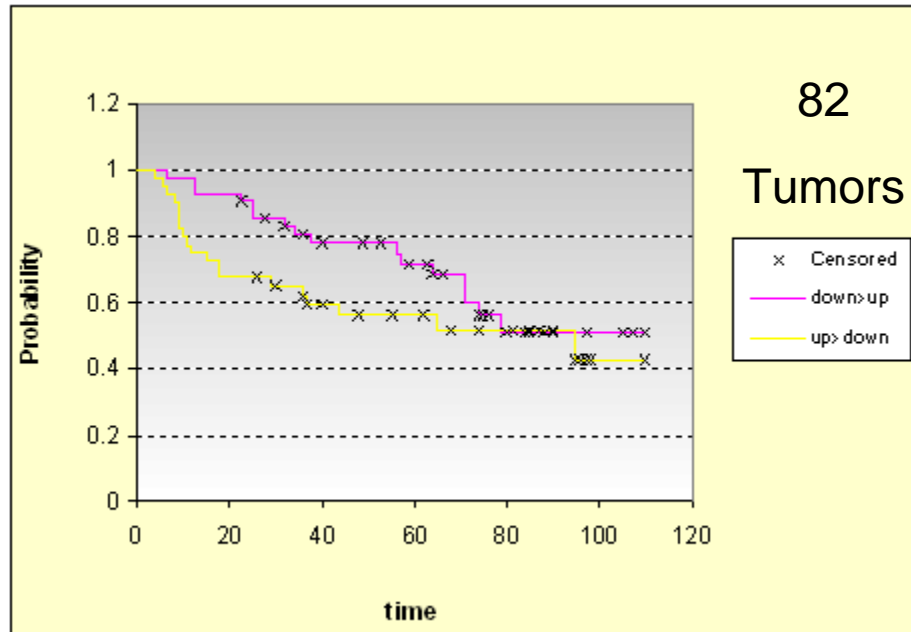

Chi-square      Degrees of Freedom      P

1.711693449      1      0.190765809

|        | Beta     | P-value  |
|--------|----------|----------|
| Canada | 0.117523 | 0.022689 |

Progression-free survival

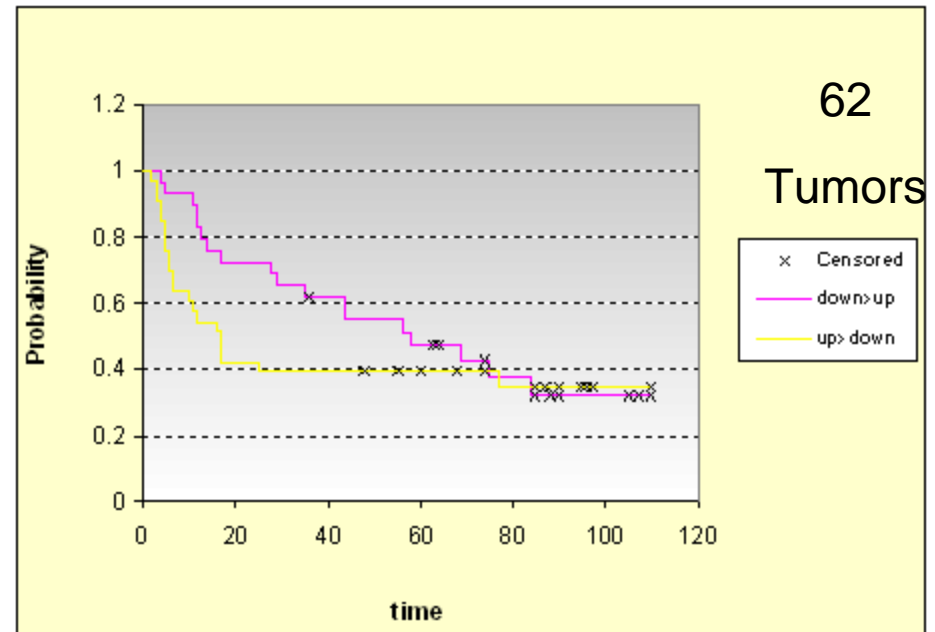

Chi-square      Degrees of Freedom      P

1.009555914      1      0.315009253

|        | Beta   | P-value  |
|--------|--------|----------|
| Canada | 0.0593 | 0.207077 |

- Compare tumors with high correlation to the signature ( $R\text{-value} > 0$ ) with the rest of the tumors by Kaplan-Meier
- Yellow = met signature positive, Pink = met signature negative

# MSKCC Statistically significant

Overall Survival

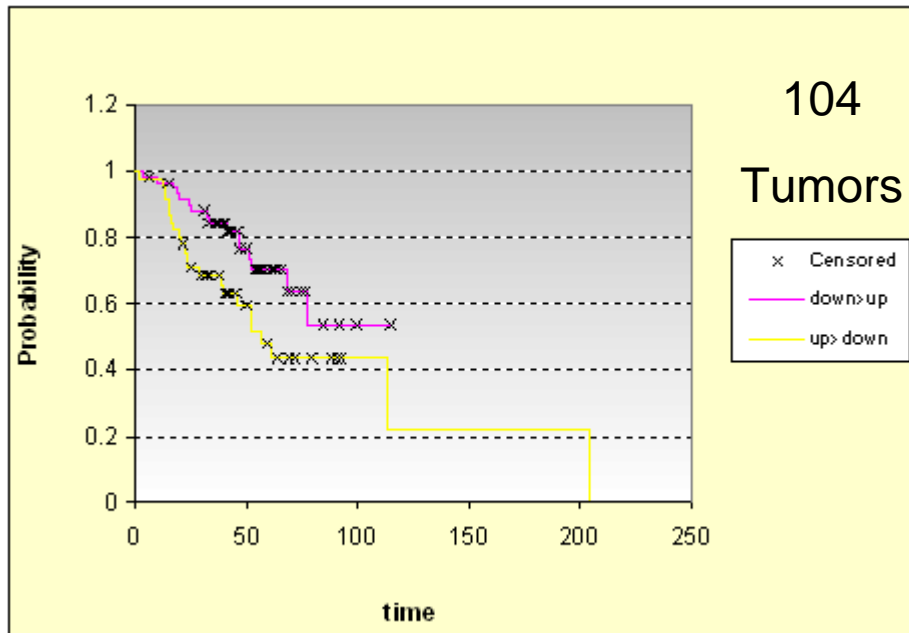

Chi-square      Degrees of Freedom      P

4.645796394      1      0.031129693

|       | Beta     | P-value  |
|-------|----------|----------|
| MSKCC | 0.071145 | 0.090277 |

Progression-free survival

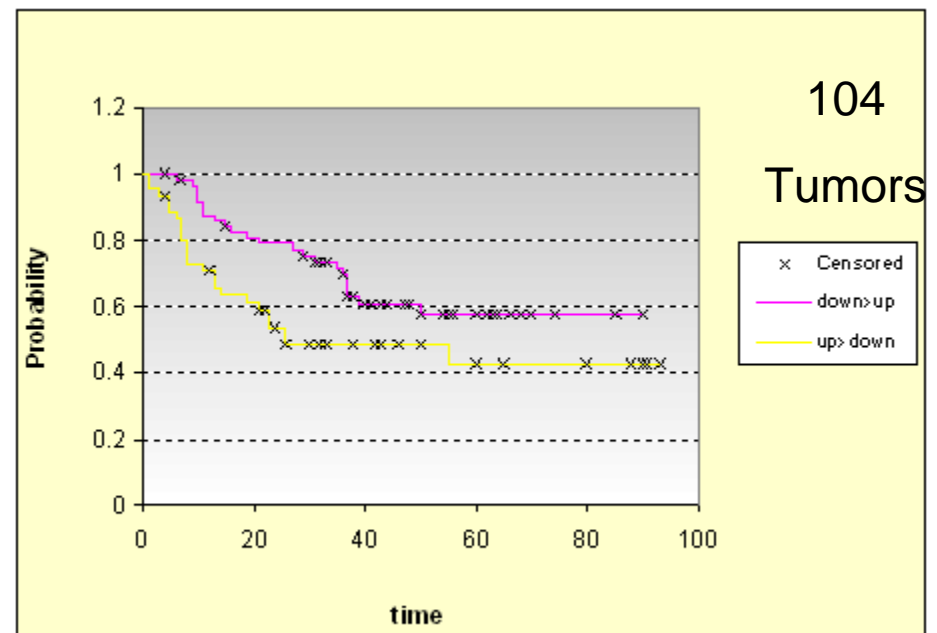

Chi-square      Degrees of Freedom      P

4.460642666      1      0.034684451

|       | Beta    | P-value  |
|-------|---------|----------|
| MSKCC | 0.08017 | 0.044657 |

- Compare tumors with high correlation to the signature ( $R\text{-value} > 0$ ) with the rest of the tumors by Kaplan-Meier
- Yellow = met signature positive, Pink = met signature negative

# All 4 datasets Statistically significant

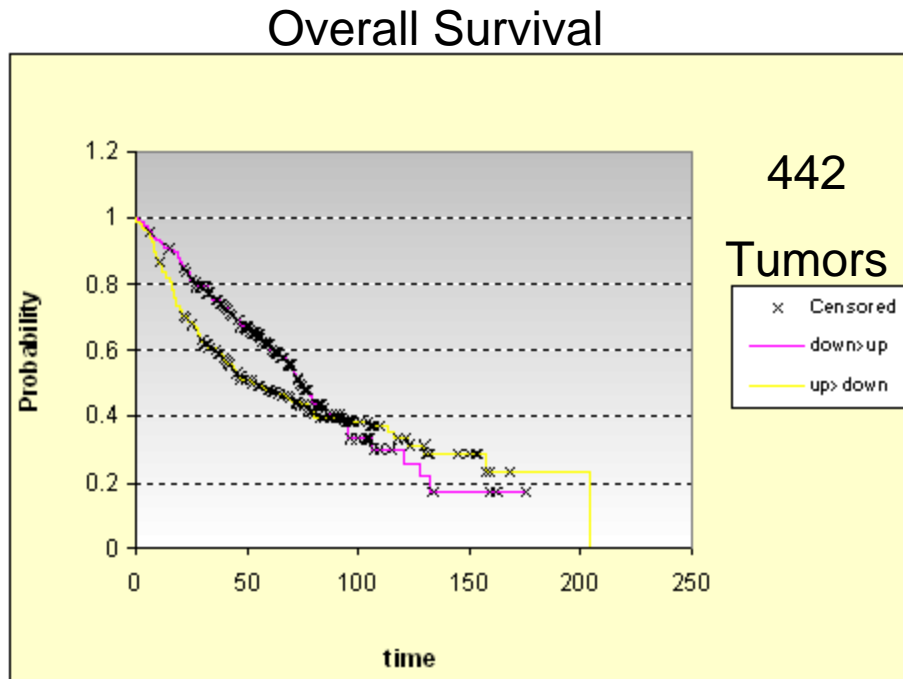

| Chi-square  | Degrees of Freedom | P           |
|-------------|--------------------|-------------|
| 3.311187859 | 1                  | 0.068809756 |

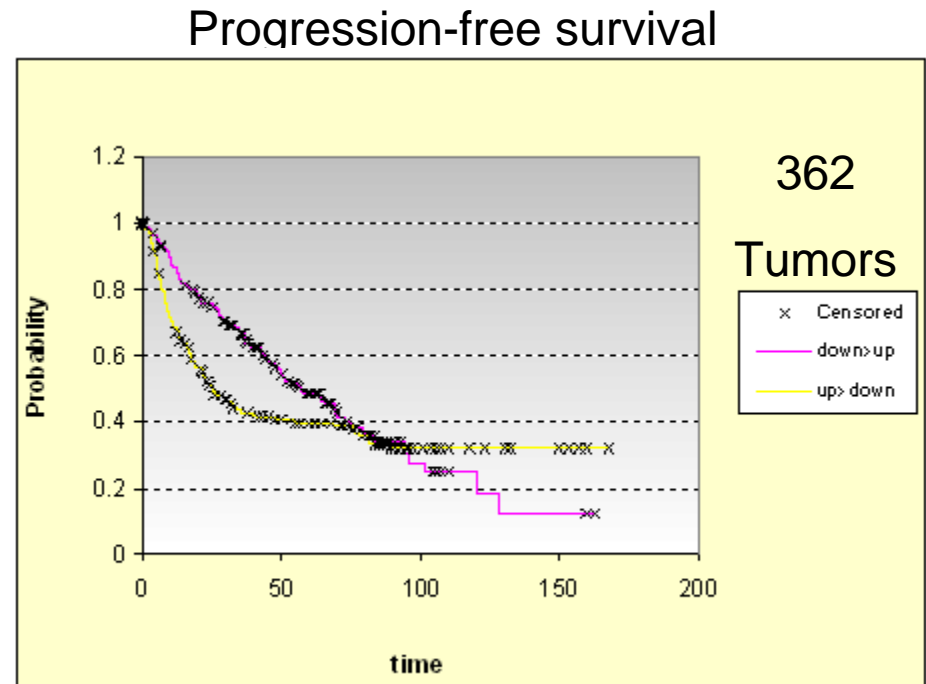

| Chi-square  | Degrees of Freedom | P           |
|-------------|--------------------|-------------|
| 4.785514029 | 1                  | 0.028700083 |

- Compare tumors with high correlation to the signature ( $R\text{-value} > 0$ ) with the rest of the tumors by Kaplan-Meier
- Yellow = met signature positive, Pink = met signature negative
- All 442 tumors from all four dataset included, P-value still nominal.

# Conclusions

- Don't see as strong a correlation with **overall survival** for the met signature with DC lung profile datasets
  - See trend for Canada and MSKCC datasets
- See a better correlation with **progression-free survival** for the met signature with DC lung profile datasets

How the deposited data were processed for this re-analysis (not part of the article)

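The authors hybridized 1 Affymetrix Mouse 430A 2.0 array per tumor and computed model-based expression values in dChip, from the difference between perfect match and mismatch probes after invariant set normalization. The deposited intensity values are on a linear scale. The deposited table holds 22690 probe sets, of which 64 are controls that were left out, so 22626 were tested. Of these, 20380 carry 1 gene symbol, 691 several and 1555 none, and 12393 genes have at least 1 probe set. The median intensity per array was at most 85.5. Correlations between arrays lay between 0.900 and 0.969 over 120 pairs, and no 2 arrays were identical.

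Intensities under 1 were raised to 1 and log2 values taken. The comparison of the 9 metastases with the 4 matched primary tumors was fitted in limma 3.58.1 (R 4.3.3) with the mouse as a block and an empirical Bayes variance, and p-values were adjusted by the Benjamini-Hochberg method over 22626 probe sets. The pairing comes from the paper, in which each metastasis and its primary tumor come from the same mouse. As a check, deviations from the tissue means were correlated, and the correlation of a metastasis with its own primary tumor lay between −0.00 and 0.40 and was the highest of the 4 for 6 of 9 metastases. The fit without the block called 43 probe sets at an adjusted p of 0.05 where the paired fit called 80. For all 16 tumors the mouse was a random block, with a consensus correlation of 0.238.

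The methods' paired t-test was also run over the 9 log2 ratios, which counts metastases of 1 mouse as independent. The limma fit counts each primary tumor once but also takes metastases of 1 mouse as separate replicates of the tissue difference. Other settings were a floor at the 10th percentile (5.54) or the 25th percentile (24.3), dim probe sets left out (60% kept), quantile normalization, centring of each array on its median, 1 mean ratio per mouse, a variance trend with a robust prior, and each mouse, metastasis or site left out. These settings were chosen before the deposited values were seen.

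The 30 gene lists were written from textbook knowledge before the deposited values were seen but after reading the paper and Table 2, so the fold changes of the Table 2 genes among them were known. The lists were therefore also tested without those genes, which was decided after the results had been seen. Each gene was taken at its probe set of highest mean. Lists were tested with camera at a preset correlation between genes of 0.01 and again with an estimated correlation, adjusted over the 30 lists. Exact permutations over the 9 metastases compared organ markers between sites.

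In simulated data for the metastasis comparison (22626 probe sets), limma recovered 45% of probe sets changed by 1 log2 unit and 80% of those changed by 2 at an adjusted p of 0.05, and at p under 0.01 it recovered 70% and 95%. It made 15 false calls beside these changes. With no change simulated, limma called 0 at the adjusted threshold and 238 at p under 0.01 (1.05%), and the methods' t-test called 23 and 1109 (4.92%). In simulated data for the primary tumors of mice 5 to 7 against those of mice 1 to 4, 21% and 68% were recovered at the adjusted threshold. In simulated data over 12393 genes, 0 of the 30 lists were called with no change, and a list shifted by 0.5 was called (adjusted p = 2.57e-29) with 0 others. This does not show that the preset correlation is adequate for the real lists, none of which passed with an estimated correlation. The recovery rates and false calls hold for the simulated noise only. With 1 mean ratio per mouse, 0 real probe sets passed an adjusted p of 0.05.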

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

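The use of the hepatocyte test to weigh organ RNA and the look at Ttr and Fabp1 were chosen only after those values had been seen, and the tests with a normal-lung score after the list medians had been seen.

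Genes of alveolar type 2 cells were flagged because the paper discusses no normal cell types of the lung, and their median log2 difference was −2.16. A smaller share of normal lung in the metastasis samples could lower them and raise cell cycle genes. With a normal-lung score as a covariate, the alveolar type 2 median was −1.39 (64.3% kept, 32.1% without mouse 3), which leaves this open for that list. The mitotic median was 0.16 instead of 0.77 (21% kept) and no longer passed (camera adjusted p = 0.0514), which such a share could give. The part kept was 0.16% without mouse 2 and 47.3% without mouse 4, so its size depends on single mice. The kinetochore (−0.04, adjusted p = 0.817), DNA replication (−0.05, adjusted p = 0.963) and E2F target lists (−0.03, adjusted p = 0.963) did not pass either. Nor did the lysosome (−0.13, adjusted p = 0.356) or Golgi lists (−0.05, adjusted p = 0.438). The mesenchymal (0.43, adjusted p = 7.62e-05) and extracellular matrix medians (0.55, adjusted p = 1.09e-04) were higher with the score. For mesenchymal genes 73.5% was kept without mouse 2 and 721% without mouse 3, so their rise was not seen without mouse 2. The MHC class II median turned from −0.48 to 0.32 with the score (adjusted p = 0.0138). The junction median was −0.46 (67.0% kept, camera adjusted p = 1.50e-05 at the preset correlation), so such a share as scored here leaves most of it, though the call without the score is already lost with an estimated correlation (adjusted p = 0.0566) and the score, lower in every metastasis than in its own primary tumor, also removes part of any change in the tumor cells.

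The hepatocyte list was 1.08 higher in liver than in other metastases (exact one-sided p = 0.0278), which did not pass after adjustment (adjusted p = 0.0972). With 2 liver metastases among 9, 0.0278 is the smallest p the permutation can give, so this list could not pass over 7 tests by itself. RNA of the surrounding liver could give this, but the permutation ignores the mouse, and relabelling within mice leaves 3 arrangements, so the source stays open. The paper states that adjacent tissue was removed by dissection and that a pathologist examined part of each tumor. Of the 32 measured genes, 0 are in another list, 2 are in Table 2 and 26 are above the 25th percentile in the primary tumors. Ttr and Fabp1 were also high in the body wall metastases of mouse 1, with a lowest log2 ratio of 3.92, and these tumors do not lie in the liver. Ttr averaged 165 in the primary tumors and 1265 in the metastases.

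The primary tumors of mice 5 to 7 differed from those of mice 1 to 4 at 231 probe sets past an adjusted p of 0.05, where the highest count in the other 34 groupings was 1. The paper does not compare them. The other probe sets of the same genes moved by 16.8% of the called ones (median 0.24 against 1.46), and in the metastasis comparison by 39.8%, so an array or RNA difference acting on probe sets may contribute. The count was between 0 and 42 with any 1 of the 7 primary tumors left out, among them 0 without that of mouse 6, the only one labelled female, with 4164 at an unadjusted p under 0.05 from limma.

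The lymphocyte list was at a difference of 0.55 between lymph node and other metastases, not past adjustment (exact one-sided p = 0.0278, adjusted p = 0.0972), and with 2 lymph node metastases this is again the smallest p possible. The skeletal muscle list was at a difference of 0.73 between body wall and other metastases, not past adjustment (exact one-sided p = 0.0476, adjusted p = 0.111), and 1 body wall metastasis (0.14) lay below the heart metastasis (0.38). Of 33 outlier tests, in which about 1 in 20 is flagged by chance, 5 list medians lay apart from the rest. In the liver metastasis of mouse 2 these were alveolar type 1 cells at −2.32 (nearest −1.20), macrophages in general at −0.41 (nearest 0.04), MHC class II genes at −2.02 (nearest −0.92) and lung lineage genes at 0.99 (nearest −0.08). In the heart metastasis, heart muscle genes were at 1.45 (nearest 0.26).

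Lists on subjects the paper does not discuss passed an adjusted p of 0.05 with camera at the preset correlation, and none of them did with an estimated correlation. They were, with the adjusted p at the estimated correlation, extracellular matrix (0.28, adjusted p = 0.191), club and ciliated airway cells (−0.94, adjusted p = 0.0566), alveolar type 1 cells (−0.99, adjusted p = 0.127), endothelium (−0.39, adjusted p = 0.292) and alveolar macrophages (−0.57, adjusted p = 0.229). The others were hepatocytes (0.26, adjusted p = 0.438), heart muscle (0.18, adjusted p = 0.550), skeletal muscle (0.38, adjusted p = 0.438), MHC class II genes (−0.48, adjusted p = 0.253) and cholesterol synthesis (0.26, adjusted p = 0.296).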

How the results depend on the processing

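The lists without the genes of Table 2 were chosen after seeing the data, and no other setting here was. Of the alternatives for the 7 leading lists, 184 kept the call and 19 lost it. For the other lists 599 kept the result, 34 lost a call, 8 gained one and 26 turned direction. For the named probe sets past the threshold, 405 kept the call and 260 lost it, and for those not past it 1389 stayed, 49 gained a call and 10 turned direction. With list means in place of medians, the 7 organ marker differences kept their direction and their side of an unadjusted p of 0.05, and the mesothelium difference went from 0.44 to 0.21 (exact one-sided p = 0.333), with the pleural metastasis no longer the highest. Of the 80 named probe sets, 35 were left out as dim in that setting and 7 had every value at the floor of the 25th percentile, so they have no value there. The unpaired fit is given as no block.

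Against 80 probe sets past an adjusted p of 0.05, the count was 885 with the methods' t-test, 0 with per-mouse means (571 at p under 0.01), 43 with no block, 280 over all 16 tumors, 220 without dim probe sets and 224 with a trend and robust prior. It was 10, 3 and 17 without metastases of the liver, body wall and lymph node, and 2 to 72 with 1 mouse or metastasis left out. Against 900 at p under 0.01, the count was 2208 with the methods' t-test, 587 with no block, 592 without liver metastases and 583 to 1076 with 1 mouse or metastasis left out.

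With an estimated correlation, the adjusted p was 0.164 for mitotic genes (median 0.77), 0.191 for kinetochore (0.37), 0.191 for DNA replication (0.36), 0.0566 for junctions (−0.68), 0.374 for mesenchymal genes (0.23), 0.292 for lysosome (−0.23) and 0.386 for Golgi (−0.0887). Mesenchymal genes were at 0.18 with per-mouse means (adjusted p = 0.0785), 0.0366 without dim probe sets and 0.19 without lymph node metastases, where the list no longer passed, and 0.0848 to 0.22 with 1 mouse or metastasis left out. The Golgi apparatus list was at −0.0818 over all 16 tumors (0.0517), −0.0427 after quantile normalization (0.0585), −0.13 without liver (0.0831), −0.10 without body wall (0.0562) and −0.14 to −0.0576 with 1 left out.

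Without the genes of Table 2, whose fold changes were known when the lists were written, all 7 leading lists kept the call at the preset correlation. With an estimated correlation none of the 7 passed, and the adjusted p lay between 0.105 (junctions) and 0.454 (mesenchymal genes). The median went from 0.77 to 0.73 for mitotic genes (adjusted p = 3.93e-19), from 0.36 to 0.34 for DNA replication, from −0.68 to −0.58 for junctions (adjusted p = 5.76e-17) and from 0.23 to 0.20 for mesenchymal genes (adjusted p = 0.0451). It went from −2.16 to −1.30 for alveolar type 2 cells and from −0.94 to −0.43 for club and ciliated airway cells. Both were still called at the preset correlation, where the interferon response list gained a call (−0.21, adjusted p = 0.0301). With an estimated correlation these lists did not pass, with an adjusted p of 0.105 for both cell lists and 0.305 for interferon response.

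Lists that were not called and turned direction were hypoxia (0.0403 with the methods' t-test, 0.0526 with no block, 0.0450 over all 16, 0.0243 without body wall, 0.0691 without lymph node, −0.19 to 0.16 with 1 left out), RAS and MAPK output (−0.0715 over all 16, −0.0264 without liver, −0.0206 to 0.11 with 1 left out) and B and T lymphocytes (−0.0742 without dim probe sets, −0.0575 without lymph node, −0.0696 to 0.0924 with 1 left out). The mesothelium list was at −0.0297 without dim probe sets, on the same side of 0 as its main median (−0.01), and −0.12 to 0.10 with 1 left out. For p53 targets the median was −0.0261 without body wall, also on the side of the main median (−0.04). With 1 left out, macrophages in general ranged from 0.10 to 0.23, adipocytes from −0.0597 to 0.28, lung lineage from −0.39 to 0.14 and proteases from −0.0695 to 0.16.

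The dimmer Bub1 probe set was at −0.0391 over all 16 tumors and −0.0257 to 0.61 with 1 left out. The Dlg1 probe set with a difference of −0.0336 was at 0.00594 with no block, 0.00945 after quantile normalization, 0.00145 with median centring, 0.0143 without liver, 0.0150 without lymph node and −0.11 to 0.0285 with 1 left out. The dimmer Cdh2 probe set was at −0.13 to 0.41 with 1 left out. The count between primary tumors (231) was 0 without mouse 6, 627 with the floor at the 10th percentile and 0 to 42 with 1 tumor left out.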

Differences from the paper's values

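No test here was chosen after the result was seen. The paper gives 2,209 genes at p under 0.01, 802 higher and 1,407 lower. The limma fit with the mouse as a block gave 900 probe sets at that unadjusted threshold, 258 higher and 642 lower. The methods' t-test over the 9 ratios gave 2208 (802 higher, 1406 lower), and 2209 with 1407 lower once control probe sets are included, so the paper's counts come from taking the 9 ratios as independent. In the 96 groupings of tumors within mice, the t-test count of 2208 was reached or passed by 3, with a highest other count of 2273. The limma counts of 900 and 80 were each reached by 1 of 96, the real one, with highest other counts of 631 and 3.

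The paper states that Cdh2 was more highly expressed in the metastases. Its differences here were 0.25 and 0.27 (adjusted p = 0.891 and adjusted p = 0.843 from limma). The methods' t-test did not call either probe set, and Cdh2 is not in the complete list of 802 higher probe sets of Figure S1.

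The paper names Pard3, Pard6b, Dlgh1, Crb3 and Cask2 among the genes of decreased expression. None passed an adjusted p of 0.05 in limma, and 1 Pard6b probe set (−1.16) reached an unadjusted p under 0.01. At p under 0.01 the methods' t-test called 1 probe set of Pard3 (−0.75), both of Pard6b (−1.16 and −0.90), 1 of Dlg1 (−0.22) and 1 of Crb3 (−0.74). Cask2 was taken to be Cask, which the methods' t-test did not call at any of 3 probe sets.

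Bub1 and Vim, which the paper lists as differential, did not pass an adjusted p of 0.05 over the 13 tumors, though at the paper's unadjusted threshold of 0.01 limma called the brighter Bub1 probe set and all 3 of Vim. The brighter Bub1 probe set passed over all 16 tumors (adjusted p = 0.0373), with its levels in mice 5 to 7 under the 25th percentile. A Vim probe set (1.07) passed without dim probe sets. The methods' t-test called both of these probe sets at p under 0.01.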

Other observations

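The genes of the first paragraph were picked only after their values had been seen, and no test stands behind them. The log2 ratios of Ttr, the thyroxine carrier, were 5.27, 6.13 and 5.82 in the metastases of mouse 1 and 3.79 in that of mouse 2, against −2.82, −2.51 and −1.40 in mouse 3 and 1.59 and 2.09 in mouse 4. Apoa1, the main protein of HDL, was at 3.05, 2.08 and 2.92 in mouse 1, 4.33 in mouse 2 and −2.61, −2.22 and −2.68 in mouse 3 and −0.70 and −0.43 in mouse 4. Hnf4a, a transcription factor that controls such genes, was at 0.81, 0.71 and 1.53 in mouse 1, 1.59 in mouse 2 and −0.67, −0.76 and −0.07 in mouse 3 and −0.25 and −0.26 in mouse 4. Alb was at 1.58 and 2.83 in the body wall metastases of mouse 1, where the median of the whole hepatocyte list was 0.17 and 0.11.

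Genes of the organ around a metastasis were high in single samples. Heart genes in the heart metastasis included Nppa (6.05) and Tnni3 (5.97), with a list difference of 1.39 (exact one-sided p = 0.111, the smallest possible with 1 sample). The muscle myosin Myh4 was at 5.53 and 4.27 in 2 body wall metastases, and the T cell gene Cd2 at 3.47 in the lymph node metastasis of mouse 3. Keratinocyte (0.06, exact one-sided p = 0.321), adipocyte (0.46, exact one-sided p = 0.0952) and mesothelium genes (0.44, exact one-sided p = 0.111) were also compared by site.

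In the metastasis comparison, 16 of 17 endothelial genes were lower (camera adjusted p = 1.32e-04; adjusted p = 0.292 with an estimated correlation), 2 of them, Vwf (−4.61) and Calcrl (−1.70), when adjusted over the list alone. All 6 genes of alveolar macrophages were lower (camera adjusted p = 0.00282; adjusted p = 0.229 with an estimated correlation), as were all 6 MHC class II genes (camera adjusted p = 0.00124; adjusted p = 0.253 with an estimated correlation). Hepatocyte (26 of 32 higher, camera adjusted p = 0.00573; adjusted p = 0.438 with an estimated correlation), heart muscle (17 of 22, 0.0383; 0.550; 0.158 over all 16 tumors), skeletal muscle (14 of 18, 0.0130; 0.438) and cholesterol synthesis genes (15 of 18, 0.00695; 0.296) had higher medians.

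Macrophages in general had a median of 0.18 and a mean of −0.06, with a direction of higher in the test (adjusted p = 0.363). Lists that did not pass were lymphocytes (0.05, adjusted p = 0.619), keratinocytes (−0.05, 0.363), adipocytes (0.19, 0.606), mesothelium (−0.01, 0.617), interferon response (−0.20, 0.124, and 0.0329 over all 16 tumors), p53 targets (−0.04, 0.675), RAS and MAPK output (0.03, 0.520), hypoxia (−0.00, 0.905), lung lineage (−0.12, 0.675) and proteases (0.02, 0.341).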
